# The starvation hormone, fibroblast growth factor-21, extends lifespan in mice

**DOI:** 10.7554/eLife.00065

**Published:** 2012-10-15

**Authors:** Yuan Zhang, Yang Xie, Eric D Berglund, Katie Colbert Coate, Tian Teng He, Takeshi Katafuchi, Guanghua Xiao, Matthew J Potthoff, Wei Wei, Yihong Wan, Ruth T Yu, Ronald M Evans, Steven A Kliewer, David J Mangelsdorf

**Keywords:** longevity, fibroblast growth factor, growth hormone, liver, caloric restriction, Mouse

## Abstract

Fibroblast growth factor-21 (FGF21) is a hormone secreted by the liver during fasting that elicits diverse aspects of the adaptive starvation response. Among its effects, FGF21 induces hepatic fatty acid oxidation and ketogenesis, increases insulin sensitivity, blocks somatic growth and causes bone loss. Here we show that transgenic overexpression of FGF21 markedly extends lifespan in mice without reducing food intake or affecting markers of NAD+ metabolism or AMP kinase and mTOR signaling. Transcriptomic analysis suggests that FGF21 acts primarily by blunting the growth hormone/insulin-like growth factor-1 signaling pathway in liver. These findings raise the possibility that FGF21 can be used to extend lifespan in other species.

**DOI:** http://dx.doi.org/10.7554/eLife.00065.001

## eLife digest

In 1934, in a famous experiment at Cornell University, it was discovered that laboratory mice could live twice as long as expected if they were fed a low-calorie diet that included enough nutrients to avoid malnutrition. This phenomenon has since been observed in species ranging from worms to primates, but not in humans. Reducing calorie intake leads to longer lives by modifying a number of the biochemical pathways that sense nutrients, including pathways that involve insulin and various other biomolecules. Chemical and genetic methods can also increase longevity by modifying these pathways, which suggests that it might be possible to develop drugs that can increase lifespan without reducing calorie intake.

Mice, humans and other creatures respond to prolonged fasting through a number of adaptive changes that include mobilizing and burning fatty acids. The liver has an important role in this response, secreting a hormone called fibroblast growth factor-21 (FGF21) that coordinates these processes among tissues. Previous experiments on transgenic mice with high levels of this hormone have shown that it suppresses the activity of growth hormone and reduces the production of insulin-like growth factor, which prevents growth and can lead to hibernation-like behavior.

Here Zhang et al. compare groups of wild-type mice and transgenic mice with high levels of FGF21. They find that the transgenic mice have a longer median survival time than wild-type mice (38 months vs 28 months), and that the transgenic female mice on average live for 4 months longer than their male counterparts. However, unlike in other examples of increased longevity, they find that decreased food intake is not required. Instead, they find that transgenic mice eat more food than wild-type mice, yet remain profoundly insulin-sensitive. The results suggest that the longer survival times are caused by a reduction in the production of insulin-like growth factor, but they also suggest that the mechanism responsible for the increased longevity is independent of the three pathways that are usually associated with such increases. Further research is needed to understand this mechanism in greater detail and could, perhaps, pave the way for the use of FGF21-based hormone therapy to extend lifespan without the need for a low-calorie diet.

**DOI:** http://dx.doi.org/10.7554/eLife.00065.002

## Introduction

Caloric restriction without malnutrition is a proven means of inhibiting aging in species ranging from worms to nonhuman primates (Masoro, 2005; Bishop and Guarente, 2007; Kenyon, 2010). The effect of caloric restriction on longevity appears to be mediated by multiple nutrient-sensing pathways including those involving insulin and insulin-like growth factor (IGF-1), target of rapamycin (TOR), AMP kinase and sirtuins. Pharmacologic and/or genetic manipulation of these pathways increases longevity to varying degrees, suggesting the feasibility of drugs that increase lifespan in the absence of caloric restriction (Bishop and Guarente, 2007; Kenyon, 2010; Barzilai et al., 2012).

Fibroblast growth factor-21 (FGF21) is an atypical FGF that functions as an endocrine hormone (Potthoff et al., 2012). In mice, FGF21 is strongly induced in liver in response to prolonged fasts through a peroxisome proliferator-activated receptor α-dependent mechanism. FGF21 in turn elicits diverse aspects of the adaptive starvation response. Among these, FGF21 increases insulin sensitivity and causes a corresponding decrease in basal insulin concentrations; FGF21 increases hepatic fatty acid oxidation, ketogenesis and gluconeogenesis; and, FGF21 sensitizes mice to torpor, a hibernation-like state of reduced body temperature and physical activity (Potthoff et al., 2012). FGF21 also blocks somatic growth by causing GH resistance, a phenomenon associated with starvation. Transgenic (Tg) mice overexpressing FGF21 are markedly smaller than wild-type mice and have a corresponding decrease in circulating IGF-1 concentrations despite having elevated growth hormone (GH) levels (Inagaki et al., 2008). Conversely, FGF21-knockout mice grow more than wild-type mice under conditions of nutrient deprivation (Kubicky et al., 2012). In liver, FGF21 inhibits the GH signaling pathway by blocking JAK2-mediated phosphorylation and nuclear translocation of the transcription factor, STAT5. This suppresses the transcription of *Igf1* and other GH/STAT5-regulated genes (Inagaki, et al., 2008). Thus, FGF21-mediated repression of the GH/IGF-1 axis provides a mechanism for blocking growth and conserving energy under starvation conditions.

Dwarf mice, including the pituitary loss-of-function Ames and Snell strains and GH receptor/GH binding protein-knockout mice, are the longest living mouse mutants discovered to date, living up to ∼70% longer than their wild-type counterparts (Liang et al., 2003; Bartke and Brown-Borg, 2004; Brown-Borg and Bartke, 2012). Interestingly, FGF21-Tg mice share a number of phenotypes with these long-lived mice including small size, enhanced insulin sensitivity and a blunted GH/IGF-1 signaling axis. In this report, using FGF21-Tg mice, we examine the consequences of chronic FGF21 exposure on lifespan.

## Results

We previously described FGF21-Tg mice in which the FGF21 transgene is selectively expressed in hepatocytes under the control of the apoE promoter (Inagaki et al., 2007, 2008). Circulating concentrations of FGF21 are ∼5–10-fold higher in the FGF21-Tg mice than under fasted conditions. Younger FGF21-Tg mice (<8-month-old) have significant decreases in serum insulin, IGF-1, glucose, triglycerides and cholesterol and in hepatic triglyceride levels (Inagaki et al., 2007, 2008). Similar effects on insulin, glucose, triglycerides and cholesterol levels were seen in FGF21-Tg mice in which the FGF21 transgene was under the control of the albumin promoter (Kharitonenkov et al., 2005).

We examined whether these and additional metabolic parameters were altered in groups of older (26–27-month-old) wild-type and FGF21-Tg mice. There were no differences in food intake, physical activity, oxygen consumption or respiratory exchange ratio (Figure 1A–D). Although both male and female FGF21-Tg mice weighed less than their wild-type littermates, there were no differences in their percent fat and lean mass (Figure 1E,F). Accordingly, plasma leptin levels were not significantly changed in FGF21-Tg mice (Table 1). Plasma adiponectin concentrations were significantly higher in male FGF21-Tg mice (Table 1), with increases in both the monomeric and more active oligomeric forms (Figure 1G). There was no significant change in either the total amount or the different forms of adiponectin in females (Table 1, Figure 1G). Plasma ketone body levels were significantly higher in female but not male FGF21-Tg mice (Table 1). Hepatic triglyeride concentrations were lower in female but not male FGF21-Tg mice (Table 1). Plasma and hepatic cholesterol concentrations were unchanged in FGF21-Tg mice (Table 1). As expected (Wei et al., 2012), FGF21-Tg mice had reduced bone mass (Figure 1H).

**Figure 1.**
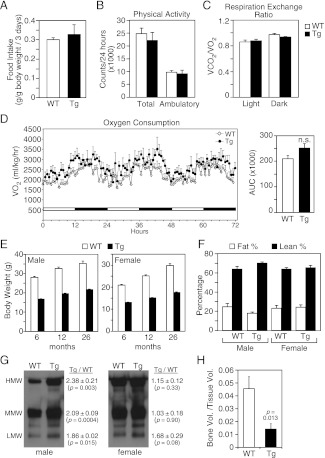
Metabolic parameters in aging wild-type and FGF21-transgenic mice. (**A**) Food intake, (**B**) physical activity, including total horizontal and ambulatory activity, (**C**) respiratory exchange ratio (VCO_2_/VO_2_) and (**D**) oxygen consumption (VO_2_) data for 30-month-old male wild-type (WT) and FGF21-transgenic (Tg) mice (n=6/group) housed singly in metabolic cages. For (**D**), the area under the curve (AUC) data are shown in the right panel. (**E**) Body weights of male and female mice measured at 6, 12 and 26 months. Measurements were done on all surviving mice in the cohorts (n=27–54/group). (**F**) Fat and lean mass percentages were measured in 26-month-old mice (n=5–6/group). (**G**) Adiponectin oligomer forms, including high molecular weight (HMW), medium molecular weight (MMW) and low molecular weight (LMW) forms, were measured in plasma from 26- to 27-month-old male and female WT and FGF21-Tg mice. Representative western blots using plasma from single animals are shown together with the ratios of the different adiponectin forms in FGF21-Tg and WT plasma (n=4/group). (**H**) Quantification of trabecular bone volume by μCT analysis using tibiae from 33- to 35-month-old male WT and FGF21-Tg mice (n=4–5/group). All data are presented as the mean ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.00065.003

**Table 1.** Plasma and hepatic parameters **DOI:** http://dx.doi.org/10.7554/eLife.00065.004

	Male			Female		
	WT	Tg	p	WT	Tg	p
Plasma						
IGF-1* (ng/mL)	381.52±42.31	250.1±13.76	0.03	427.94±56.35	171.84±11.71	0.009
Insulin* (ng/mL)	0.90±0.13	0.45±0.09	0.04	0.63±0.12	0.34±0.04	0.08
Glucose* (mg/dL)	155±9.21	111.6±8.03	0.008	181.75±19.77	121.4±7.50	0.048
Ketone bodies* (μM)	118.38±30.51	221.02±38.10	0.07	140.61±17.46	294.56±48.10	0.03
Adiponectin (μg/mL)	9.43±1.65	23.42±2.65	0.006	24.13±2.82	31.71±7.97	0.42
Leptin (ng/mL)	3.20±1.02	4.14±1.09	0.55	4.80±1.82	7.46±2.89	0.47
Triglycerides (mg/dL)	75.14±9.23	51.82±8.63	0.11	50.28±10.31	21.79±6.23	0.06
Cholesterol (mg/dL)	83.20±10.18	81.45±2.32	0.88	79.82±9.44	70.56±13.58	0.60
Liver						
Triglycerides (mg/g)	11.62±2.23	6.67±0.75	0.11	22.42±3.75	10.33±0.68	0.04
Cholesterol (mg/g)	4.29±0.50	4.07±0.20	0.71	4.52±0.22	4.54±0.13	0.94

Measurements were made using 26–27-month-old mice (n=4–5 mice/group).

* 4 hr fasting data.

We next examined glucose homeostasis in older mice. Under 4 hr fasted conditions, plasma glucose concentrations were lower in both male and female FGF21-Tg mice, while plasma insulin concentrations were significantly lower in male FGF21-Tg mice (Table 1). Plasma IGF-1 concentrations were also lower in both male and female FGF21-Tg mice, with the decrease particularly striking in females (Table 1). In oral glucose tolerance tests done in mice fasted for 16 hr, there was no difference in glucose excursion between wild-type and FGF21-Tg mice, but the FGF21-Tg mice had significantly lower insulin levels in response to the glucose challenge (Figure 2A). In insulin tolerance tests done in male mice fasted for 4 hr, plasma glucose concentrations decreased more in FGF21-Tg mice than in wild-type mice (Figure 2B).

**Figure 2.**
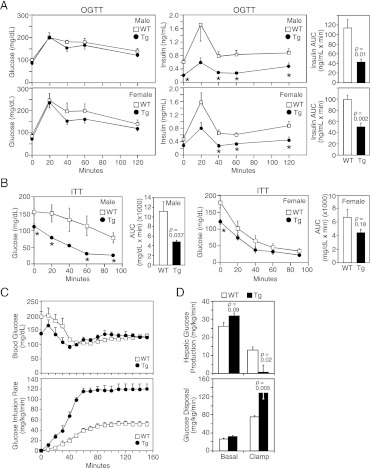
FGF21-transgenic mice have increased insulin sensitivity. 26–27-month-old wild-type (WT) and FGF21-transgenic (Tg) male and female mice (n=5/group) were subjected to (**A**) oral glucose tolerance tests or (**B**) insulin tolerance tests. Plasma glucose and insulin levels were measured as indicated. Quantification of the area under the curve (AUC) is shown in the panels to the right. (**C, D**) Hyperinsulinemic-euglycemic clamp studies were performed on 6- to 8-month-old male WT and FGF21-Tg mice (n=6/group). Insulin was infused at 2 mU/kg/min and (**C**) blood glucose (upper panel) was clamped at 120 mg/dL during the steady-state period (t=110–150 min) using a variable glucose infusion rate (lower panel). The glucose infusion rate in FGF21-Tg mice is statistically different (p<0.05) from WT mice at all points after t=0 min. (**D**) Rates of hepatic glucose production (upper panel) and whole-body glucose disposal (lower panel) in WT (n=6) and FGF21-Tg (n=3) mice during the basal and steady-state periods of the clamp. **DOI:** http://dx.doi.org/10.7554/eLife.00065.005

These data suggested that the FGF21-Tg mice have increased insulin sensitivity. To address this directly, hyperinsulinemic-euglycemic clamp experiments were performed. The exogenous glucose infusion rate required to maintain euglycemia under clamp conditions was markedly higher in FGF21-Tg mice than in wild-type mice, demonstrating enhanced whole-body insulin sensitivity (Figure 2C). Glucose tracer kinetic analysis revealed that insulin-stimulated suppression of hepatic glucose production and activation of whole-body glucose disposal were significantly greater in FGF21-Tg mice than in wild-type mice (Figure 2D). Clamp insulin levels were similar between wild-type and FGF21-Tg mice (7.0±2.0 and 8.3±2.3 ng/mL, respectively; not significantly different). Together, these data demonstrate that glucose tolerance and whole-body insulin sensitivity are dramatically increased in FGF21-Tg mice.

Given the effects of long-term FGF21 exposure on carbohydrate and lipid parameters, especially insulin and IGF-1 concentrations, we measured the lifespan of FGF21-Tg mice. Longevity was significantly extended in FGF21-Tg mice compared to wild-type littermates (hazard ratio=0.22 [0.15, 0.34], p=2.7e^−12^), with a 36% increase in the median survival time for FGF21-Tg mice (Figure 3A). Although there was no difference in longevity between male and female wild-type mice, the difference in lifespan between male and female FGF21-Tg mice was statistically significant (hazard ratio=2.42 [1.37, 4.26], p=0.0023) (Figure 3B,C). Cox proportional-hazards regression analysis shows that FGF21 reduced the risk of death by 65% in males (hazard ratio=0.35 [0.20, 0.60], p=0.00017) and 88% in females (hazard ratio=0.12 [0.059, 0.25], p=1.8e^−08^) (Figure 3B,C). Overall, there was a strong interaction between the presence of the FGF21 transgene and sex (p=0.01). Notably, at the time of this analysis >30% of the age-matched female FGF21-Tg mice were still alive at 44 months of age.

**Figure 3.**
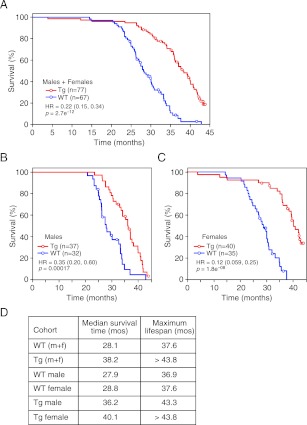
FGF21 extends lifespan. (**A–C**) Kaplan–Meyer survival curves for wild-type (WT) and FGF21-transgenic (Tg) mice are shown. (**A**) Combined male and female data; (**B**) male data; (**C**) female data. (**D**) Median survival time (at 50th percentile) and maximum lifespan (at 95th percentile) for each cohort. Hazard ratios (HR) and 95% confidence intervals are shown for Tg vs WT mice. **DOI:** http://dx.doi.org/10.7554/eLife.00065.006

Since FGF21 is induced by fasting and elicits diverse aspects of the adaptive starvation response, we examined whether chronic FGF21 exposure mimics nutrient deprivation with respect to changes in gene expression. 

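Liver, gastrocnemius muscle and epididymal white adipose tissue of 3-month-old male mice were compared on Illumina arrays with 25697 probes. In each tissue 3 arrays carry the label ad libitum, 3 fasted for 24 hr, 4 caloric restriction for 2 weeks, 3 wild-type and 3 FGF21-Tg, 48 arrays in all on 6 chips. The methods state that a replicate holds cRNA from 1 to 3 mice, so the arrays and not the mice are the replicates. The paper gives the diet as food equal to 40% of baseline intake and, in the legend of Figure 4, as 60% caloric restriction, while the sample labels give 40% restriction. The authors deposited unnormalized signals with detection p-values and a table of normalized log2 values. From the signals, the background was subtracted with limma's normexp method and an offset of 16, and the arrays of each tissue were quantile normalized and log2 transformed. Median signals per array lay between 182 and 265, with 42.0 to 56.3% of probes detected, and the number of arrays limits the precision. A gene was tested when its brightest probe had a detection p under 0.05 on at least 3 arrays of the tissue. The 5 groups of a tissue were fitted together in limma, and a gene counted as changed at a Benjamini-Hochberg adjusted p under 0.10 and a change of more than 2-fold.
Transcripts that mark hepatocytes, skeletal muscle and adipocytes were compared with the tissue on each label. On the 32 arrays of chips 1, 4, 5 and 6 the markers matched the label, and on 12 of the 16 arrays of chips 2 and 3 they did not. The 3 arrays labelled muscle of ad libitum mice carried the adipocyte transcript Adipoq at 15.90, 15.94 and 15.93 (log2 signal), and the muscle transcript Ckm at 4.74, 5.40 and 4.86. The array labelled muscle of fasted mice, replicate 1, also carried adipocyte markers. Among the arrays labelled adipose tissue, ad libitum replicate 3 and fasted replicates 1, 2 and 3 carried muscle markers, and caloric restriction replicates 1 and 2 carried hepatocyte markers. The arrays labelled liver of calorically restricted mice, replicates 3 and 4, had Adipoq at 15.89 and 15.87. Counts are therefore given for all arrays as labelled, as chosen before the data were examined, and without chips 2 and 3, as chosen after the markers were seen. Without these chips, liver keeps 2 caloric restriction arrays and 3 of each other group, and no comparison with ad libitum mice remains in muscle or adipose tissue. Fold changes of single genes are those without chips 2 and 3 unless stated otherwise.

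**Figure D1:**
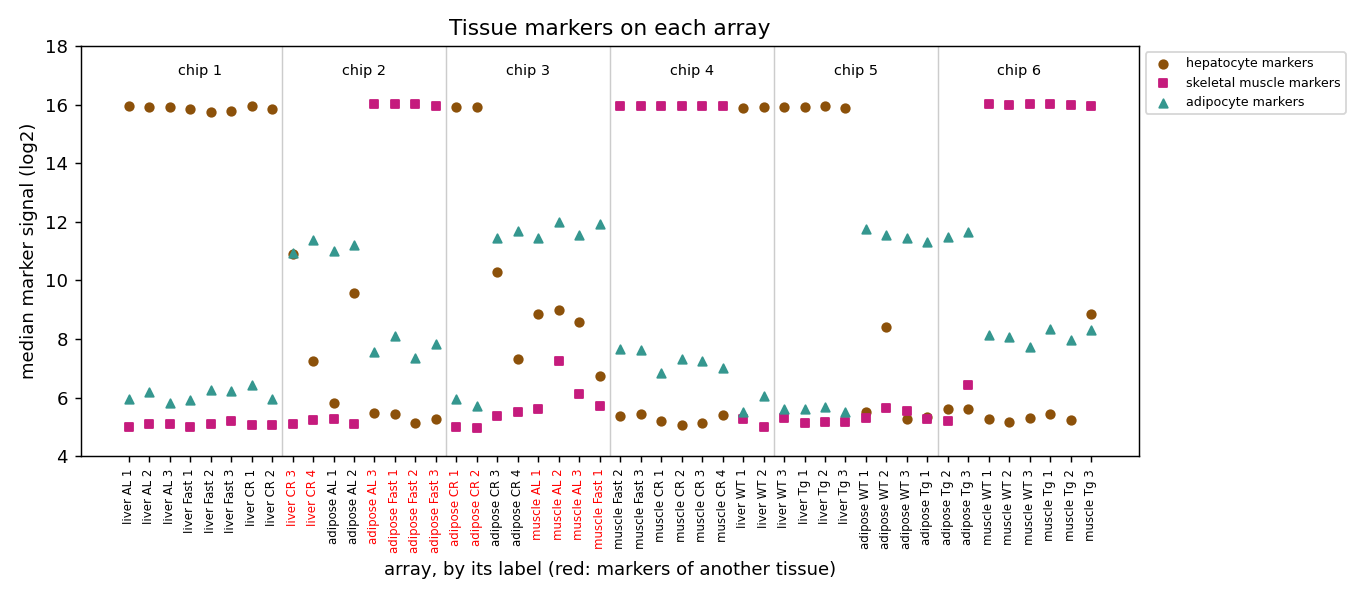
Median log2 signal of hepatocyte, skeletal muscle and adipocyte markers (y axis) on each of the 48 arrays, normalized together and ordered by chip (x axis). Labels in red name the 12 arrays on which markers of another tissue than the label have the highest of the 3 medians. On liver caloric restriction replicate 3 the margin was small, with hepatocyte markers at 10.91 and adipocyte markers at 10.94. The medians of different lists are not on 1 scale. Hepatocyte markers had a median of 15.91 on the other liver arrays, and adipocyte markers lay at 11.74, 11.53 and 11.46 on wild-type adipose arrays.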

Comprehensive transcriptome analysis was performed by microarray using RNA from liver, gastrocnemius muscle and epididymal white adipose tissue of wild-type and FGF21-Tg mice and mice subjected to either caloric restriction or a 24 hr fast. Using a false discovery rate <0.10 and fold change >2 as criteria, we found that expression of 33, 8 and 22 genes was changed in liver, muscle and adipose of FGF21-Tg mice, respectively (Figure 4A). 

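In liver of FGF21-Tg mice the largest rises, beside Fgf21, were those of Cyp2b9 and Cyp2b13, which encode cytochrome P450 enzymes. Fgf21 signal was 8.17 ± 0.82 (SD, n = 3) in wild-type and 15.92 ± 0.08 (SD, n = 3) in FGF21-Tg liver on the log2 scale, a log2 fold change of 7.75 (standard error 0.34, adjusted p = 1.1e-08 from limma). The FGF21-Tg signal lies near 16, the upper end of the arrays' log2 scale, so this fold change is a lower bound. The Cyp2b9 log2 fold change was 7.55 (standard error 0.31, limma adjusted p = 7.8e-09). Cyp2b13 was not detected on any wild-type array and was at least 104-fold higher in FGF21-Tg mice. Mt1, which encodes the metal-binding protein metallothionein, had a log2 fold change of 3.91 (standard error 0.36, limma adjusted p = 1.9e-05). Of 14 glucocorticoid-induced and metallothionein genes measured, 5 rose, 0 fell and 9 did not pass an adjusted p of 0.10 (8 rose when adjusted over the list alone), among them Fkbp5 (1.41) and Per1 (1.40). The list's shift had an adjusted p of 2.2e-07 in limma's camera test and 0.049 with an estimated correlation.
In muscle, Tnni1, a troponin of slow fibers, rose with a log2 fold change of 1.36 (standard error 0.24, adjusted p = 0.021 from limma). Of 9 slow-fiber genes, 2 rose, 0 fell and 7 did not pass (5 rose when adjusted over the list alone; adjusted p = 0.24 with an estimated correlation). Cdkn1a (1.27), which encodes a cell cycle inhibitor, and Sesn1 (1.51) were among 4 of 21 atrophy and autophagy genes that rose (7 when adjusted over the list alone), 0 fell, and the shift had an adjusted p = 0.24 with an estimated correlation. Of 11 endothelial markers in muscle 0 rose and 0 fell in limma (4 fell when adjusted over the list alone). Their shift had an adjusted p of 0.29 in camera with an estimated correlation. Of 13 glucocorticoid-induced and metallothionein genes in muscle 3 rose and 0 fell (6 and 0 when adjusted over the list alone). This shift had an adjusted p of 1.8e-07 in camera and 0.24 with an estimated correlation. Of 14 clock genes in muscle 0 rose and 0 fell (9 and 1 when adjusted over the list alone). Camera gave them an adjusted p of 6.6e-04, and 0.24 with an estimated correlation. FGF21-Tg muscle replicate 3 also carried hepatocyte markers, at a median of 8.62 against 5.34 and 5.18 on replicates 1 and 2 (log2 signal). Fgf21 signal itself was higher in FGF21-Tg muscle (log2 fold change 2.15) and adipose tissue (7.93). In adipose tissue Hsd11b1, whose enzyme makes active glucocorticoid, rose by 1.95 (limma adjusted p = 0.041). Ppargc1a was the 1 gene of 7 thermogenic genes past the threshold (6 rose when adjusted over the list alone). The list's shift had an adjusted p of 0.46 in camera with an estimated correlation. Of 5 slow-fiber genes in adipose tissue 0 rose and 0 fell in limma (4 rose when adjusted over the list alone). Their median was 0.71, with an adjusted p of 8.3e-04 in camera and 0.46 with an estimated correlation. Ckm was at 7.46 on FGF21-Tg replicate 3, and at 4.72 and 5.08 on replicates 1 and 2 (log2 signal). In the same tissue, of 9 endothelial markers 0 rose and 0 fell in limma (7 fell when adjusted over the list alone), with a median log2 fold change of -0.52 and an adjusted p of 1.7e-04 in limma's camera test and 0.46 with an estimated correlation. Of 14 macrophage markers 0 rose and 0 fell in limma (0 and 0 when adjusted over the list alone), with a median of -0.41 and an adjusted p of 0.0021 in camera and 0.88 with an estimated correlation. Adam7, a transcript of the epididymis, was at 13.98 on FGF21-Tg replicate 1 and between 7.24 and 7.40 on the other FGF21-Tg arrays (log2 signal). With the chip as a block, which leaves this replicate as the only FGF21-Tg array against the wild-type arrays of its chip, Hsd11b1 had a log2 fold change of 1.76 (limma adjusted p = 0.14) and Ppargc1a one of 1.33 (adjusted p = 0.18).
With all arrays as labelled, 49 of 9372 genes changed in liver (20 up, 29 down), 3 of 10156 in muscle and 4 of 10653 in adipose tissue. Without chips 2 and 3 the counts were 151 of 8902 (79 up, 72 down), 37 of 9243 (21 up, 16 down) and 10 of 9598 (8 up, 2 down). Under median scaling the liver genes as labelled were 25 up and 23 down. The liver count as labelled was 24 and 26 without wild-type replicates 1 and 2, and 26 and 27 without FGF21-Tg replicates 2 and 3. As labelled, muscle had 1 gene without wild-type replicate 1 or 3 and 0 in limma without wild-type replicate 2 or FGF21-Tg replicate 2 or 3. As labelled, adipose tissue had 87 without wild-type replicate 1, 18 without FGF21-Tg replicate 2 and 1 without any of the other 4 FGF21-Tg and wild-type arrays. The muscle count without chips 2 and 3 was 75 without FGF21-Tg replicate 1. That in adipose tissue rested on single arrays, with 356 genes without wild-type replicate 1, 2 without wild-type replicate 2, 1 without wild-type replicate 3, 2 without FGF21-Tg replicate 2, and 0 in limma without FGF21-Tg replicate 1 or 3. FGF21-Tg liver lay on chip 5 alone and 2 of the 3 wild-type arrays on chip 4, so a contrast with the chip as a block rests on wild-type replicate 3 alone. With this block 69 liver genes changed, 54 of them among the 151, and on chip 5 alone 21 changed against 1 wild-type array. All 6 muscle arrays of these groups lay on chip 6, and with the chip as a block 31 muscle genes changed as labelled and 37 without chips 2 and 3. In adipose tissue the wild-type arrays and FGF21-Tg replicate 1 lay on chip 5 and FGF21-Tg replicates 2 and 3 on chip 6, so the block leaves FGF21-Tg replicate 1 alone. There 48 genes changed with the chip as a block as labelled, and 6 without chips 2 and 3, 1 of them among the 10.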

Many more genes were regulated by caloric restriction or fasting than by the FGF21 transgene in all three tissues. 

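The methods state that calorically restricted mice were fed at a set hour each day and killed shortly before the next meal. In every comparison of this diet with ad libitum mice, the restriction and the time since the last meal therefore cannot be told apart. Against ad libitum mice, caloric restriction raised glucocorticoid-induced genes and genes of gluconeogenesis in liver. It lowered 10 of 16 genes of cholesterol synthesis, among them Hmgcs1 (-1.93), and raised 0 (12 fell when adjusted over the list alone), a shift that was lost with an estimated correlation (adjusted p = 0.23). Fasting raised genes of fatty acid oxidation and lowered genes of cholesterol and fatty acid synthesis. Ddit4, a stress-induced inhibitor of mTOR signaling, had a log2 fold change of 5.02 (standard error 0.35, adjusted p = 2.3e-06 from limma) in calorically restricted liver (n = 2 against 3). It was among 12 of 14 glucocorticoid-induced genes that rose (12 when adjusted over the list alone), with 0 that fell and an adjusted p = 0.056 with an estimated correlation. Of 9 genes of gluconeogenesis, 6 rose and 0 fell (7 rose when adjusted over the list alone; adjusted p = 0.058 with an estimated correlation). Srebf1, which encodes a regulator of lipid synthesis, fell in caloric restriction with a log2 fold change of -3.45 (standard error 0.26, limma adjusted p = 3.0e-06).
In fasted liver, Cidec, which encodes a lipid droplet protein, had a log2 fold change of 5.25 (standard error 0.24, adjusted p = 2.3e-08 from limma), and Sqle, an enzyme of cholesterol synthesis, one of -4.49 (standard error 0.28, adjusted p = 5.3e-07). Of 24 genes of fatty acid oxidation, 19 rose and 0 fell (21 rose when adjusted over the list alone; adjusted p = 0.027 with an estimated correlation). Of 16 genes of cholesterol synthesis, 15 fell with fasting and 0 rose (15 fell when adjusted over the list alone; adjusted p = 0.027 with an estimated correlation). Of 18 genes of fatty acid and triglyceride synthesis, 12 fell and 1 rose (15 fell when adjusted over the list alone; adjusted p = 0.090 with an estimated correlation). Markers of other cell types fell as well: of 16 macrophage markers 5 fell and 1 rose in caloric restriction and 10 fell and 0 rose in fasting (9 and 12 fell when adjusted over the list alone; adjusted p = 0.57 and 0.45 with an estimated correlation), and of 4 erythroid markers 4 and 3 fell (4 and 4; adjusted p = 0.15 and 0.30).
Without chips 2 and 3, 765 liver genes changed in caloric restriction (329 up, 436 down) and 488 in fasting (199 up, 289 down). With all arrays as labelled the counts were 1234 (502 up, 732 down) and 244 (98 up, 146 down). Under median scaling the split in caloric restriction turned, to 410 up and 385 down without chips 2 and 3 and 739 up and 617 down as labelled. The count as labelled for caloric restriction was 2085, 2019, 775 and 736 without caloric restriction replicates 1 to 4, and 788 without ad libitum replicate 1. That for fasting was 153 without ad libitum replicate 1, and 155 and 149 without fasted replicates 2 and 3. With the chip as a block the counts as labelled were 787 for caloric restriction and 500 for fasting. In the arrays labelled muscle, 4048 genes changed in caloric restriction, where 8 of 8 skeletal muscle markers rose and 14 of 15 adipocyte markers fell against the 3 ad libitum arrays that carry adipocyte transcripts. Fasting changed 2491 genes against the same arrays, 3967 without fasted replicate 1, 485 without replicate 2 and 433 without replicate 3. In the arrays labelled adipose tissue 389 and 425 genes changed in caloric restriction and fasting. For caloric restriction the count was 225 without ad libitum replicate 1, and 196, 173, 766 and 924 without caloric restriction replicates 1 to 4. For fasting it was 2760 without ad libitum replicate 3, 2 and 5 without fasted replicates 1 and 3, and 0 in limma without ad libitum replicate 1 or 2 or fasted replicate 2, with 2398 genes at an unadjusted p under 0.05 over all arrays. In the arrays labelled muscle 803 and 122 genes changed in caloric restriction and fasting with the chip as a block, which rests on fasted replicate 1 alone, and in those labelled adipose tissue 5 in fasting. These comparisons in muscle and adipose tissue set arrays with markers of different tissues against each other, and no direction is drawn from them.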

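In liver, Fgf21 signal was 7.81 ± 0.55 (SD, n = 3) in ad libitum mice and 10.23 ± 0.09 (SD, n = 3) in mice fasted for 24 hr on the log2 scale. The fasted arrays lay between 10.13 and 10.30, above the ad libitum arrays, which lay between 7.34 and 8.42. The log2 fold change was 2.41 (standard error 0.34, adjusted p = 4.0e-04 from limma), and 2.38 (standard error 0.47, adjusted p = 0.015) with all arrays as labelled. Cyp4a14 and Acot1, targets of the same fasting-activated receptor PPARα, had log2 fold changes of 6.92 (limma adjusted p = 1.8e-05) and 3.64 (adjusted p = 3.6e-04); Cyp4a14 signal in fasted liver (16.01 ± 0.02) lies at the upper end of the scale, so its value is a lower bound.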

As expected, *Fgf21* was strongly induced in liver by fasting. Surprisingly, however, *Fgf21* was not induced by the caloric restriction regimen (Figure 4B). Likewise, there was no increase in plasma FGF21 concentrations in response to caloric restriction (data not shown). 

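Fgf21 signal was not higher on any calorically restricted liver array than on the highest ad libitum array. The calorically restricted arrays on chip 1 lay at 6.83 and 7.38 (log2 signal, n = 2), a log2 fold change of -0.71 (standard error 0.38, adjusted p = 0.22 from limma) against ad libitum mice. With the chip as a block the same difference had a limma adjusted p = 0.076, under 0.10, but was under 2-fold. With all arrays as labelled the log2 fold change was -1.41 (standard error 0.44, limma adjusted p = 0.040), and it includes caloric restriction replicates 3 and 4, which carry adipocyte transcripts. Without replicate 3 it was -1.22, without replicate 4 -1.12 and without ad libitum replicate 2 -1.11, each at an adjusted p of 0.10 or more. Fasted liver had more Fgf21 than calorically restricted liver, with a log2 difference of 3.12 (adjusted p = 3.1e-04 from limma).

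**Figure D2:**
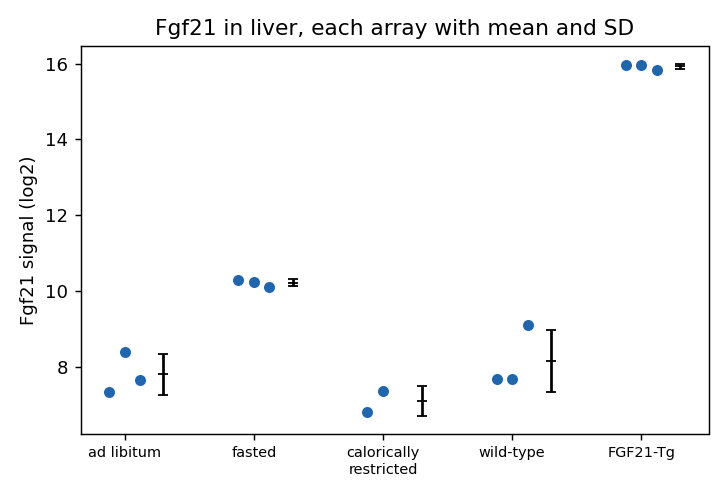
Fgf21 signal in liver (y axis, log2) in each group (x axis), without chips 2 and 3. Points are arrays and bars the mean with SD; the fasted arrays lie above the ad libitum and calorically restricted arrays, and the FGF21-Tg arrays lie between 15.84 and 15.97.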

While the molecular basis for this differential regulation of *Fgf21* by fasting and caloric restriction is not yet known, these data indicate that FGF21 is not an endogenous mediator of the caloric restriction response. Notably, 30 of the 33 genes with changed expression in liver of FGF21-Tg mice were also regulated by caloric restriction, while 20 of these genes were regulated by fasting (Figure 4B). 

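FGF21-Tg and calorically restricted liver shared a fall of Serpina1e, which encodes a protease inhibitor, and of Cyp7b1, an oxysterol hydroxylase, and a rise of Ppargc1a and Pck1, which serve gluconeogenesis. Serpina1e had log2 fold changes of -4.15 (standard error 0.38, adjusted p = 2.3e-05 from limma) and -3.94 (standard error 0.43, adjusted p = 4.9e-05), both lower bounds of the fall, since its wild-type and ad libitum signals (15.94 ± 0.09 and 16.02 ± 0.01) lie at the upper end of the scale. Cyp7b1 had -2.65 (standard error 0.27, adjusted p = 7.3e-05 from limma) and -2.70 (standard error 0.31, adjusted p = 6.5e-05). Ppargc1a rose by 1.31 (limma adjusted p = 0.023) and 2.97 (adjusted p = 3.2e-05), and Pck1 by 1.07 and 2.06. Of the 151 genes changed in FGF21-Tg liver without chips 2 and 3, 95 also changed in caloric restriction in the same direction (43 up, 52 down) and 6 in the opposite direction. Lists as long as these and independent of each other would share 2.92 genes up and 3.53 down. For a gene changed in both comparisons, whatever the direction, the odds ratio was 24.6 (p = 2.4e-72 from Fisher's exact test over genes, which are not independent replicates). With fasting 62 were shared (32 up, 30 down; 9 opposite), and 56 with both. With all arrays as labelled, 32 of 49 genes were shared with caloric restriction and 16 with fasting. The former count was 16, 17, 18 and 18 without wild-type replicates 1 and 2 and FGF21-Tg replicates 2 and 3. The latter was 8, 8 and 9 without ad libitum replicates 1 to 3, and 9, 10 and 10 without wild-type replicates 1 and 2 and fasted replicate 1. Over 8902 genes the log2 fold changes of FGF21-Tg mice had Spearman correlations of 0.190 with caloric restriction and 0.0216 with fasting. The Pearson correlations across genes were 0.346 and 0.172. With the chip as a block, which rests on 1 wild-type array, 39 genes were shared with caloric restriction and 26 with fasting, and the correlations were 0.262 and 0.0937.

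**Figure D3:**
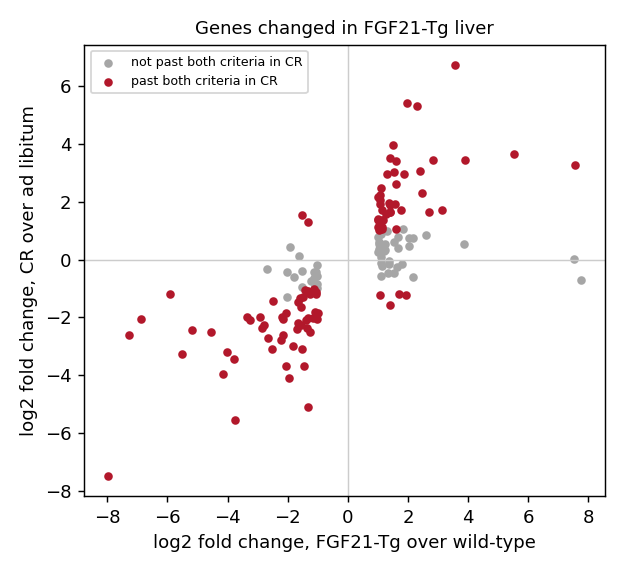
Log2 fold change in caloric restriction over ad libitum (y axis) against that in FGF21-Tg over wild-type mice (x axis) for the 151 genes changed in FGF21-Tg liver without chips 2 and 3. Red points pass both criteria in caloric restriction, 95 in the same direction and 6 in the opposite one.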

Eight of the genes with altered expression in liver of FGF21-Tg mice (highlighted in red in Figure 4B; see Discussion) are similarly regulated in long-lived dwarf mice (Swindell, 2007). In contrast, there was little overlap in genes regulated by FGF21 and either caloric restriction or fasting in muscle or adipose. These data suggest that FGF21 may extend lifespan by regulating a small subset of genes also regulated by caloric restriction in liver.

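All 6 of the named genes that the array's annotation holds were lower in FGF21-Tg liver. Hsd3b5, a steroid dehydrogenase of male liver, had a log2 fold change of -7.98 (standard error 0.45, adjusted p = 1.2e-07 from limma). Cyp4a12b, a cytochrome P450 enzyme that hydroxylates fatty acids, had one of -6.88 (standard error 0.34, limma adjusted p = 3.5e-08). Serpina12 had one of -5.17 (standard error 0.41, limma adjusted p = 4.9e-06). Alas2, an enzyme of heme synthesis, fell by 2.52 (limma adjusted p = 8.2e-04), Hes6, a transcription factor, by 1.65 (adjusted p = 0.0043) and Igfals, the acid-labile subunit that carries IGF-1, by 1.07 (adjusted p = 0.0057) on the log2 scale. The study chose these genes on these samples, so they are not independent evidence. 6 of 6 also passed when adjusted over the list alone. With all arrays as labelled, 4 of the 6 fell at an adjusted p under 0.10. Hes6 (limma adjusted p = 0.32) and Igfals (adjusted p = 0.45) did not pass. In that form 2 passed without wild-type replicate 1 or 2 or FGF21-Tg replicate 2 or 3. There the fit shares its estimate of the spread with the calorically restricted arrays that carry adipocyte markers. The FGF21-Tg and wild-type liver arrays are the same in both forms. A limma fit of only these 2 groups as labelled passed 6. Hes6 also lost its call with the chip as a block, against 1 wild-type array (limma adjusted p = 0.20).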

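The genes changed in FGF21-Tg muscle with all arrays as labelled were Fgf21, Cdk19 and Tecta. Cdk19, a kinase of the Mediator complex, fell with a log2 fold change of -1.52 (standard error 0.20, adjusted p = 0.022 from limma), and Tecta with one of -1.35 (standard error 0.23, adjusted p = 0.099). In adipose tissue they were Fgf21, 1110008P14Rik, Atp4b and Pla1a. Pla1a, a phospholipase, fell with a log2 fold change of -1.58 (standard error 0.24, adjusted p = 0.046 from limma), and 1110008P14Rik rose by 1.87 (adjusted p = 0.067). None of these genes changed in the same direction in the arrays labelled caloric restriction or fasting of either tissue in limma. With Significance Analysis of Microarrays (SAM), which called 13 genes in muscle and 79 in adipose tissue, 8 and 6 were shared in muscle with caloric restriction and fasting, and 1 and 7 in adipose tissue. In FGF21-Tg mice 353 of 10156 genes in muscle and 342 of 10653 in adipose tissue had an unadjusted p under 0.05 in limma. Both shares are below the 0.05 that chance alone gives. In a refit without fasted replicate 1, which carries adipocyte markers, 8 muscle genes were shared with fasting. That refit thus called more FGF21-Tg genes than the 3 named above. In a refit without wild-type replicate 1, 1 muscle gene was shared with caloric restriction. In adipose tissue 1 was shared with caloric restriction without caloric restriction replicate 3 or wild-type replicate 1, and 1 with fasting without ad libitum replicate 3. On chips 2 and 3 the markers contradict the labels of all 3 muscle ad libitum arrays and all 3 adipose fasted arrays, so an overlap with either diet in muscle or with fasting in adipose tissue was not measurable. For caloric restriction in adipose tissue, ad libitum replicates 1 and 2 and caloric restriction replicates 3 and 4 carry adipocyte markers as labelled; they lie on chips 2 and 3 and were not compared on their own.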

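Igfbp1 and Cyp4a14 were among the genes that moved the same way in FGF21-Tg liver and in caloric restriction. Igfbp1, which encodes an IGF-binding protein, rose by 1.97 (limma adjusted p = 0.058) and by 5.42 (adjusted p = 3.4e-05) on the log2 scale. Cyp4a14, a cytochrome P450 enzyme that hydroxylates fatty acids, rose by 3.56 (limma adjusted p = 0.011) and 6.72 (adjusted p = 5.0e-05), the latter a lower bound at a signal of 15.81 ± 0.17. In FGF21-Tg mice both calls were lost with the chip as a block, which rests on 1 wild-type array, at adjusted p = 0.34 and 0.33 from limma. Of the genes changed in FGF21-Tg liver, 39 were shared with caloric restriction alone, 6 with fasting alone and 50 with neither. The paper points to the overlap in liver and to little overlap in muscle and adipose tissue (Figure 4). From these it proposes that FGF21 may act on lifespan through a small subset of the genes that caloric restriction regulates in liver.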

**Figure 4.**
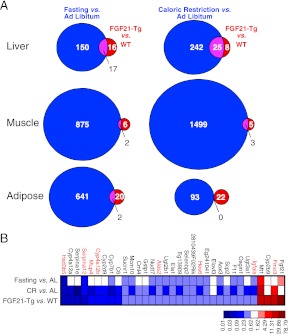
Genes regulated by FGF21 and caloric restriction overlap in liver. (**A**) Venn diagrams showing overlap of genes significantly regulated in liver, muscle and adipose tissue of FGF21-transgenic (Tg) vs wild-type (WT) mice (FDR<0.10, >twofold regulation) compared to the same gene expression analysis in calorically restricted (CR) vs ad libitum (AL) or fasted vs AL mice. (**B**) Heat map of genes significantly regulated in liver of FGF21-Tg vs WT (FDR<0.10, >twofold regulation) compared to expression of the same liver gene set regulated by fasting or CR. Microarray analysis was performed using liver, epididymal white adipose tissue and gastrocnemius muscle from wild-type and FGF21-Tg male mice and male C57BL/6J mice subjected to 60% caloric restriction for 2 weeks or a 24 hr fast. All mice used in these studies were 3 months old at the end of the study. **DOI:** http://dx.doi.org/10.7554/eLife.00065.007

Increases in AMP kinase and sirtuin activity and decreases in mTOR activity are associated with increased longevity (Bishop and Guarente, 2007; Kenyon, 2010). To begin to assess whether these pathways are affected by FGF21, we measured phosphorylated and total levels of AMP kinase and the mTOR targets S6 and 4E-BP1in liver, muscle and adipose tissue of male and female wild-type and FGF21-Tg mice. We also determined mitochondrial DNA content in liver as a downstream measure of AMP kinase activity. Phospho-AMP kinase levels were not increased in tissues from FGF21-Tg mice (Figure 5A–C). Consistent with these data, mitochondrial DNA content was unchanged in liver (Figure 5D). While Phospho-S6 and phospho-4E-BP1 levels were decreased in muscle of male FGF21-Tg mice (Figure 5B), they were unchanged in muscle of longer-lived FGF21-Tg females or in liver or adipose from either sex (Figure 5A–C). We also did not observe increases in NAD+ concentrations (Figure 5E) or the mRNA levels of Sirtuins 1–7 (data not shown) in liver of FGF21-Tg mice, suggesting that sirtuin activity is unlikely to be increased. Taken together, these data suggest that FGF21 may increase longevity through a mechanism independent of the AMP kinase, mTOR and sirtuin pathways.

**Figure 5.**
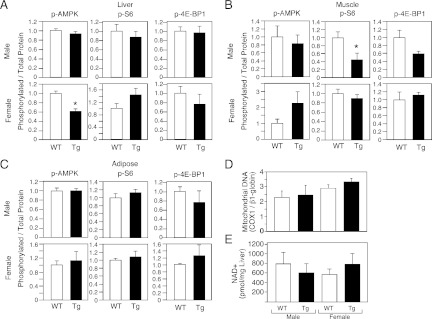
Evaluation of markers of AMP kinase, mTOR and sirtuin pathway activity in FGF21-Tg mice. Phosphorylated levels of AMP kinase, S6, and 4E-BP1 in (**A**) liver, (**B**) gastrocnemius muscle, and (**C**) epididymal white adipose tissue; (**D**) mitochondrial DNA content and (**E**) NAD+ concentrations in liver of 26_28-month-old male and female wild-type (WT) and FGF21-transgenic (Tg) mice (n=4/group except for female adipose tissue, where n=2/group; all data are presented as the mean ± SEM; *p<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.00065.008

## Discussion

In this report, we demonstrate that chronic exposure of mice to the starvation hormone, FGF21, increases median survival time by ∼30% and ∼40% in males and females, respectively, without decreasing food intake. The increase in lifespan extension is comparable to that achieved by caloric restriction (Turturro et al., 1999). While the FGF21-mediated increase in longevity is less than the 50–70% increase seen in pituitary loss-of-function Ames mice and GH receptor/GH binding protein-knockout mice (Brown-Borg et al., 1996; Coschigano et al., 2000), it is similar to that seen in other loss-of-function dwarf models including hypopituitary Snell mice (Flurkey et al., 2002) and mice lacking pregnancy-associated plasma protein-A (PAPP-A), a protease that increases IGF-1 activity (Conover et al., 2010). The FGF21-Tg mice share other phenotypic similarities with long-lived dwarf mice including small size, reduced circulating insulin and IGF-1 concentrations, increased circulating adiponectin levels and female infertility. Like the Ames and Snell dwarf mice, female FGF21-Tg mice live longer than males (Liang et al., 2003; Brown-Borg and Bartke, 2012). These similarities together with our previous finding that FGF21-Tg mice are GH resistant (Inagaki et al., 2008) suggest that FGF21 may increase lifespan by inhibiting the GH/IGF-1 signaling pathway. Because FGF21 also regulates other pathways that impact metabolism, it is not surprising that some of the effects that are seen in dwarf mice, such as increased adiposity in GH receptor-knockout mice (Masternak et al., 2012), are not recapitulated in FGF21-Tg mice.

In microarray studies, FGF21 modulated more genes in liver than in either muscle or adipose. Interestingly, nearly all of these hepatic genes (30 of 33) were similarly regulated by caloric restriction, a proven method of extending lifespan in mice and other species (Masoro, 2005; Bishop and Guarente, 2007; Kenyon, 2010). In contrast, there was little or no overlap in the genes regulated by FGF21 and caloric restriction in muscle or adipose. A remarkable result of our studies is that FGF21 increased longevity to a similar extent as caloric restriction while regulating a much smaller set of genes in liver. These data suggest that FGF21 may extend lifespan by acting as a selective caloric restriction mimetic in liver. 

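The FGF21 effect and the effect of caloric restriction on liver were compared for interferon-stimulated, ribosomal protein and cholesterol synthesis genes. In the difference of the effects 5 of 11 interferon-stimulated genes were higher and 0 lower (9 and 0 when adjusted over the list alone), 1 of 16 ribosomal protein genes were higher and 4 lower (1 and 10), and 8 of 16 cholesterol synthesis genes were higher and 0 lower (10 and 0). The shifts of these lists in the difference had adjusted p of 9.7e-05, 9.7e-05 and 5.7e-05 in limma's camera test and were lost with an estimated correlation (0.34, 0.22 and 0.34). Interferon-stimulated genes fell in caloric restriction, 8 of 11 with 0 that rose (10 fell when adjusted over the list alone; adjusted p = 0.15 with an estimated correlation). In FGF21-Tg mice 0 rose and 0 fell at an adjusted p under 0.10 in limma (0 and 0 when adjusted over the list alone). Of 16 ribosomal protein genes 11 rose and 0 fell in caloric restriction (14 rose and 1 fell when adjusted over the list alone; adjusted p = 0.067 with an estimated correlation), and 0 rose and 0 fell in FGF21-Tg mice in limma (0 and 0 when adjusted over the list alone). Of 16 genes of cholesterol synthesis 10 fell in caloric restriction (12 when adjusted over the list alone), and the list's shift was not past an adjusted p of 0.10 with an estimated correlation (adjusted p = 0.23). These genes numbered 0 up and 0 down in FGF21-Tg mice in limma (0 and 2 when adjusted over the list alone). Dio1, which activates thyroid hormone, had a log2 fold change of -3.65 (standard error 0.27, adjusted p = 3.0e-06 from limma) in caloric restriction. A test of the difference between the FGF21 effect and the effect of caloric restriction in the same limma fit passed both criteria for 658 of 8902 genes without chips 2 and 3 and for 229 with all arrays as labelled. The former was 408 and 316 without caloric restriction replicates 1 and 2, where the remaining array is assumed to vary like the other groups. The latter was 68, 128 and 87 without ad libitum replicates 1 to 3, 823, 648 and 148 without caloric restriction replicates 1, 2 and 4, 95 and 86 without wild-type replicates 1 and 2, and 143 and 107 without FGF21-Tg replicates 1 and 3. As labelled, 549 genes passed with the chip as a block, which rests on 1 wild-type array.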

An important caveat, however, is that there may be changes in other tissues or post-transcriptional changes that were missed in this analysis. We note that caloric restriction did not increase circulating FGF21 levels, indicating that endogenous FGF21 does not mediate the longevity effects of caloric restriction.

Using microarray analysis, Swindell (2007) previously defined a set of 43 candidate longevity genes based upon their similar regulation in different dwarf mouse strains or between dwarf strains and caloric restriction. Eight of these genes (*Fmo3*, *Igfals*, *Hes6*, *Alas2*, *Cyp4a12b*, *Mup4*, *Serpina12*, *Hsd3b5*) are among those co-regulated by FGF21 and caloric restriction in liver in our current study, and four others (*Igf1*, *Igfbp1*, *Socs2* and *Mup3*) were previously shown by more sensitive quantitative real-time PCR to be regulated in liver of FGF21-Tg mice (Inagaki et al., 2008). 

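Under caloric restriction the 6 genes that the annotation names also fell, and of the 3 further genes that the annotation names, Igfbp1 rose and Igf1 fell. Hsd3b5 had a log2 fold change of -7.47 (standard error 0.50, adjusted p = 1.8e-06 from limma) in caloric restriction and -6.23 (standard error 0.45, adjusted p = 1.4e-06) in fasting. Cyp4a12b had -2.05 (standard error 0.38, limma adjusted p = 0.0023) in caloric restriction, and in fasting 0.38 (adjusted p = 0.53). Serpina12 had -2.44 and -2.27, Alas2 -3.09 and -1.29, Hes6 -2.20 and -2.03, and Igfals -1.91 and -1.11 in caloric restriction and fasting. All 6 passed both criteria in caloric restriction and 5 in fasting, and as many when adjusted over the list alone. Igf1, the main growth factor induced by growth hormone, fell by 0.69 in FGF21-Tg mice (limma adjusted p = 0.024) and by 0.66 in caloric restriction (adjusted p = 0.013) on the log2 scale, under 2-fold in both. The call in FGF21-Tg mice was lost with the chip as a block, against 1 wild-type array (limma adjusted p = 0.13). Socs2, a suppressor of growth hormone signaling, was not past the threshold in FGF21-Tg mice (1.16, limma adjusted p = 0.24) or caloric restriction (1.24, adjusted p = 0.14), and its sign in FGF21-Tg mice changed with that block (-0.07). It fell in fasting with a log2 fold change of -1.80 (standard error 0.50, adjusted p = 0.029 from limma). Mup3 is not named by the array's annotation. Of these 3 genes, 1 rose and 1 fell in FGF21-Tg mice at an adjusted p under 0.10, and 2 rose and 1 fell when adjusted over the list alone.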

Strikingly, 26 of the 33 genes regulated by FGF21 in liver were previously shown to be regulated in a similar manner in mice lacking STAT5 activity (Barclay et al., 2011). Thus, FGF21 may increase longevity by suppressing the GH signaling axis in liver in a manner similar to that of caloric restriction. 

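Genes that growth hormone sets to a male pattern in mouse liver fell in FGF21-Tg mice, and genes of the female pattern rose. Of 20 male-biased genes measured, 15 fell, 0 rose and 5 did not pass (17 fell when adjusted over the list alone), with a median log2 fold change of -2.57. Elovl3, a fatty acid elongase, was not detected on any FGF21-Tg array and was at least 25.1-fold lower. Cyp4a12a had a log2 fold change of -7.29 (standard error 0.61, adjusted p = 8.3e-06 from limma). Of 16 female-biased genes, 9 rose and 0 fell (13 rose when adjusted over the list alone), with a median of 1.61. The shifts had adjusted p = 0.0093 and 0.019 with an estimated correlation in camera. Both lists were written after the gene names in Figure 4B had been read, so they are not independent of the study. In caloric restriction 17 male-biased genes fell and 0 rose (17 and 0 when adjusted over the list alone; adjusted p = 0.079 with an estimated correlation), and 12 female-biased genes rose and 0 fell (12 and 0 when adjusted over the list alone; adjusted p = 0.067 with an estimated correlation). Cux2, a transcription factor of female liver, was not detected in ad libitum mice and was at least 26.7-fold higher in caloric restriction. Of 15 genes of growth hormone and IGF-1 signaling itself, 2 rose and 2 fell in FGF21-Tg mice (4 and 3 when adjusted over the list alone), and 2 rose and 4 fell in caloric restriction (3 and 4 when adjusted over the list alone). Among them Ghr, the growth hormone receptor, fell in caloric restriction with a log2 fold change of -1.86 (standard error 0.17, adjusted p = 1.1e-05 from limma), and Igfbp2 rose in FGF21-Tg mice by 1.00 (adjusted p = 0.033).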

Interestingly, GH induces FGF21 in liver through a STAT5-dependent mechanism (Barclay et al., 2011; Chen et al., 2011; Yu et al., 2012). This regulatory relationship between GH and FGF21 is likely to be important in controlling GH activity and coordinating energy homeostasis during starvation.

The ability to increase lifespan adds to a growing list of other beneficial effects that pharmacologic administration of FGF21 has in mammals, including insulin sensitization, normalization of glycemia, and reduced body weight in obese animals (Potthoff et al., 2012). These attributes have made FGF21 an intriguing therapeutic target. In contrast to these positive effects, however, we previously showed that younger (<8-month-old) FGF21-Tg mice and adult mice administered recombinant FGF21 for 14 days have reduced bone mass (Wei et al., 2012). In our current study, similar reductions in bone mass were seen in older mice. The FGF21-dependent decrease in bone mass is caused in part by an increase in the differentiation of marrow adipocytes and corresponding decrease in osteoblast differentiation (Wei et al., 2012). In addition, FGF21 inhibits GH action directly at the growth plate (Wu et al., 2012), and long-lived PAPP-A-knockout mice have a decrease in bone mineral density (Tanner et al., 2008), suggesting that changes in GH/IGF-1 signaling are also likely to be involved in FGF21-induced decreases in bone mass. While it remains to be determined whether FGF21 causes bone loss in humans, it is likely that this adverse effect will have to be overcome if FGF21 is to be used clinically to combat aging.

In summary, we show that chronic exposure to FGF21, a naturally-occurring hormone and potent insulin sensitizer, markedly extends lifespan in mice through a mechanism that may involve suppression of the GH/IGF-1 signaling axis in liver. Regarding other hormones that influence lifespan, we note that the extracellular domain of Klotho, a membrane protein that regulates phosphate metabolism and serves as a co-receptor for FGF23 but not FGF21, can be cleaved to yield a circulating peptide that blocks insulin and IGF-1 signaling. This hormonal activity may contribute to Klotho’s lifespan-extending effect in mice (Kurosu et al., 2005). However, unlike FGF21, Klotho causes insulin resistance, which may limit its utility as a therapeutic agent. We conclude that FGF21 could potentially be used as a hormone therapy to extend lifespan in mammals.

## Materials and methods

### Animal experiments

FGF21-Tg mice and wild-type littermates (Inagaki et al., 2007) were maintained on C57Bl/6J background in a specific-pathogen-free facility with 12:12 light:dark cycle, and fed 2916 global diet (Harlan). Littermates were housed in the same cage with a maximum number of five mice per cage. Cages were changed every week and nesting material was provided. Animals were sacrificed if they had wounds from fighting, developed severe dermatitis, tumors or other signs of morbidity. Caloric restriction experiments were performed with C57Bl/6J mice. Eight-week-old male mice were individually caged and fed ad libitum. Food intake was measured for 1 week. For the following 2 weeks, each mouse was fed at 4 p.m. every day with food equal to 40% of the daily consumption in the first week. Body weight and total body fat composition were measured 1 hr before feeding. The control group received food ad libitum. At the end of the study, mice from the caloric restricted group, ad libitum fed group, and a 24 hr fast group were sacrificed between 2 and 4 p.m. and blood and tissues were collected for analysis. All animal experiments were approved by the Institutional Animal Care and Research Advisory Committee at the University of Texas Southwestern Medical Center.

### Metabolic cage analysis

Mice were individually housed in CLAMS system metabolic cages and were allowed to acclimate for 1 day. Oxygen consumption, CO2 production, activity and food intake data were collected for 3 days as described (Kalaany et al., 2005).

### Body composition and bone analyses

Body fat and lean mass were measured using an EchoMRI-100 (Echo Medical Systems, LLC). Bone mass was determined by μCT using tibiae as described (Wei et al., 2012).

### Plasma analyses

Blood was collected into EDTA-coated tubes (Starstedt, Newton, NC). Plasma was separated by centrifugation and assayed using commercially-available kits for IGF-1 (Alpco), total cholesterol (Thermo Scientific), triglycerides (Thermo Scientific), total ketone bodies (Wako Chemicals), leptin and total adiponectin (Millipore). The oligomeric forms of adiponectin were measured essentially as described (Waki et al., 2003). Briefly, 0.5 μL of plasma from individual mice was subjected to SDS-PAGE under non-reducing and non-heat-denaturing conditions and western blot analysis performed using anti-adiponection mouse polyclonal antiserum (a gift from Philipp Scherer).

### Glucose and insulin tolerance tests

Glucose tolerance tests were performed on overnight fasted mice. Twenty percent D-glucose (Sigma) (1 g/kg body weight) was administered by oral gavage. At 0, 20, 40, 60, and 120 min after administration, blood was collected by tail vein bleeding. Glucose levels were measured by enzymatic assay (Wako Chemicals). Insulin levels were measured by ELISA (Crystal Chem). Insulin tolerance tests were performed on mice after a 4 hr fast. 0.75 U/kg of human insulin (Sigma) was intraperitoneally injected into mice. At 0, 20, 40, 60, and 90 min after injection, tail vein blood was drawn and glucose levels measured using a One Touch Ultra glucometer (Life Scan).

### Hyperinsulinemic-euglycemic clamp analysis

Insulin sensitivity was evaluated in 6- to 8-month-old male WT and FGF21-Tg mice (n=6/group) by performing hyperinsulinemic-euglycemic clamp experiments as described (Ayala et al., 2006; Berglund et al., 2009). Briefly, 5 days prior to the clamp studies, infusion catheters were implanted in the right jugular vein under isofluorane anesthesia, tunneled subcutaneously, and exteriorized at the back of the neck. On the morning of the experiment, mice were transferred to sterile cages with bedding and water to begin a 4 hr fast. At t=−90 min, water was removed and a primed continuous infusion of HPLC-purified [3-^3^H]glucose (5 μCi bolus + 0.05 μCi/min) was started for the assessment of glucose turnover. Blood samples were obtained from the cut tail at t=−15 and −5 min for the measurement of basal blood glucose (AlphaTRAK glucometer, Abbott, Chicago, IL). At t=0 min, a primed continuous infusion of insulin (6 mU + 2.0mU/kg/min; Humulin) was started to induce hyperinsulinemia, and the [3-^3^H]glucose infusion rate was doubled (0.1 μCi/min) to minimize alterations in specific activity. Blood glucose was measured every 10 min thereafter, while 50% dextrose was infused at a variable rate to maintain target glycemic levels at 120 mg/dL. Glucose turnover was calculated during the basal (t=−15 to −5 min) and steady-state (t=110–150 min) periods of the clamp using Steele's steady-state equation (Steele et al., 1956).

### Liver lipid measurements

Liver triglyceride and cholesterol were extracted from 0.1 g of liver tissue by the Folch method as described (Kalaany et al., 2005). Total cholesterol or triglycerides were measured by colorimetric enzymatic assays (Thermo Scientific).

### Western blot analysis

Liver and adipose tissue proteins were extracted as described (Inagaki et al., 2008; Dutchak et al., 2012). Gastrocnemius protein was extracted in 140 mM NaCl, 10 mM Tris-HCl (pH 8.1), 1 mM CaCl_2_, 1 mM MgCl_2_, 10% glycerol, 1% NP-40 with Complete protease inhibitor cocktail (Roche diagnostics). 30 mg of whole liver lysate was resolved on a SDS-polyacrylamide gels and electrotransferred to a PVDF membrane (Amersham). The membrane was then hybridized with antibodies against total AMPK, phospho-AMPK (T172), total S6 and phospho-S6 (S240/244) (Cell Signaling) and total and phospho-4E-BP1 (T70) (Cell Signaling). Protein was detected by chemiluminescence (ECL kit, Amersham). Results were quantified by densitometry using ImageJ Software (NIH).

### Mitochondrial DNA content

Genomic DNA was isolated from liver using a DNeasy Blood and Tissue kit (Qiagen). The mitochondrial gene COX-1 was measured by quantitative real-time PCR with β-globin used as a control as described (Sahin et al., 2011).

### NAD+ measurements

Frozen liver tissues were extracted and NAD+ levels were measured using HPLC as described (Ramsey et al., 2009).

### Survival analysis

Survival time was calculated from the date of birth until the last date of the observation. Mice that were still alive at the end of study or sacrificed during the study were censored at the last date of the observation. Survival curves were estimated using the Kaplan–Meier curves (Kaplan and Meier, 1958) and were compared using the log-rank test. The univariate and multivariate survival analyses were performed using Cox proportional-hazards analysis (Collett, 2003). Median survival time was calculated as the shortest survival time for which the survivor function is ≤0.5. Maximum lifespan was calculated as the shortest survival time for which the survivor function is ≤0.95.

### Microarray data analysis

RNA was prepared from liver, epididymal white adipose and gastrocnemius muscle from 3-month-old wild-type and FGF21-Tg mice. RNA was reverse transcribed into cRNA and biotin-UTP labeled using the Illumina TotalPrep RNA Amplification Kit (Ambion) and hybridized to the Illumina mouseRefseq-8v2 Expression BeadChips. Hybridizations were done in triplicate with each replicate containing cRNA from 1 to 3 different mice. Image data were converted into unnormalized Sample Probe Profiles using the Illumina BeadStudio software and raw expression data were processed using the Model-Based Background Correction method (Xie et al., 2009). All gene expression values were log2 transformed and quantile normalized. Significance Analysis of Microarrays (Tusher et al., 2001) was used to identify differentially expressed genes among different groups using a false discovery rate of less than 10% and fold-change >2 as criteria.

### Statistical analyses

Results were analyzed by a Student’s unpaired t-test using GraphPad Prism (GraphPad Software, Inc.). All data are presented as the mean ± SEM.

### Accession numbers

The microarray data have been deposited in the NCBI Gene Expression Omnibus with accession number GSE39313.

## Additional files

### Major datasets

The following datasets were generated

YuRuth T, 2012, The role of FGF21 in aging and aging-related diseases, ; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39313, In the public domain at GEO: http://www.ncbi.nlm.nih.gov/geo/

**Reporting standards:** Microarray data were deposited in the NCBI Gene Expression Omnibus (GEO) repository

How the deposited data were processed for this re-analysis (not part of the article)

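The data are 48 Illumina MouseRef-8 arrays of liver, gastrocnemius muscle and epididymal adipose tissue of male mice aged 3 months, in 5 groups per tissue. Hybridizations are described in triplicate, and the labels give 4 replicates for caloric restriction, all of which were used. The authors deposited a table of unnormalized signal intensities from BeadStudio (version not stated), the mean bead signal of each probe on each array. Beside each intensity the authors deposited a detection p-value from the same program. The deposited log2 values were made by the authors with model-based background correction, log2 transformation and quantile normalization; they run from 9.28 to 16.07 with a median of 9.34. Each array's intensities had their highest rank correlation, at least 0.996, with its own column of that table.

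Work was done in R 4.3.3 with limma 3.58.1. The intensities were background corrected with limma's nec function from detection p-values (normexp, offset 16), quantile normalized among the arrays of a tissue and log2 transformed. Of 25697 probes, 23978 carry 1 gene symbol, 0 several and 1719 none, and 16593 genes are named. The symbols listed for the probes of the array were used; 0 symbols were updated, and a gene is named only where a probe carries its symbol. Among tested genes the probe with the highest mean signal stands for the gene, with a detection p under 0.05 on at least 3 arrays of the tissue. Of the 151 genes changed in FGF21-Tg liver without chips 2 and 3, 36 have several probes, 5 of them with another probe of opposite sign. Probes without a symbol were left out of the gene counts; 18 of 769 tested passed in the same comparison.

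Precision is set by 2 to 4 arrays per group. Replicates of a group correlated at 0.991 or more in ad libitum liver, and down to 0.818 in calorically restricted liver, 0.787 in calorically restricted and 0.824 in ad libitum adipose tissue and 0.825 in fasted muscle, where arrays carry markers of different tissues.

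FGF21-Tg was compared with wild-type, and caloric restriction and fasting with ad libitum, by contrasts of 1 limma fit per tissue with empirical Bayes, at a Benjamini-Hochberg adjusted p under 0.10 and a change over 2-fold. Genes were counted as shared where both comparisons passed in 1 direction. Caloric restriction and fasting share their ad libitum arrays, so their overlap with each other was not counted. For genes not detected in 1 group the fold change is given as a lower bound. Groups of genes were tested with camera, with a preset correlation of 0.01 between genes and with an estimated one. They were counted at an adjusted p under 0.10 over all genes and over the list alone. The 44 lists were fixed before the data were examined. The male- and female-biased lists were written after the names in Figure 4B had been read, and the lists of the study's named genes come from the paper. Only lists with enough measured members were tested, 37 in muscle and 41 in adipose tissue without chips 2 and 3.

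Alternatives tried were an offset of 1, no background correction, quantile normalization over all arrays, median scaling, the deposited log2 values, SAM (written here in R), the 2-group test named in the methods, a fit of only the 2 groups, a detection p under 0.01, no detection filter, every probe, an adjusted p under 0.05, the chip or the replicate number as a block, only the arrays that share a chip, and leaving out each array of the groups compared. The arrays of chips 2 and 3 were left out as an added alternative, and the chip was added for FGF21-Tg muscle and fasted liver. Limma, SAM and camera were tested on simulated data with 200 of 8902 genes changed by 1.5, 2 or 3 on the log2 scale. The noise was drawn independently for each gene and array, without chip effects or correlation between genes. Limma recovered 98.5 to 100% with 1 to 6 false calls, and SAM 97.0 to 100% with 3 to 10. Camera gave a planted list p of 1.3e-70 or lower and an unplanted list 0.14 or higher. The simulation does not show how the tests perform on smaller changes, correlated genes or arrays split by chip. The serum, survival and PCR measurements of the study were not analysed here. An item is not reported here.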

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

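The tests of exchanged labels, of mixed tissues and of liver RNA in other tissues were written after the marker signals had been seen.

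Tissue markers contradict the label on 12 of the 48 arrays, all on chips 2 and 3. An exchange of the labels of these chips would give each array the tissue of the same position on the other chip, and the markers of 16 of the 16 arrays match that tissue. With such an exchange the residual spread within muscle groups would be lower, by a ratio of 1.46 as labelled over exchanged. This missed the ratio of 1.5 set before it was computed and leaves that test undecided. The ratios in liver and adipose tissue were 1.33 and 1.76. A mixture of tissues in the liver samples was tested by hepatocyte markers, which lay at 10.91 and 7.24 on liver caloric restriction replicates 3 and 4. The higher had a log2 difference of -5.00 from the median of the other liver arrays (15.91, the lowest of them 15.74). Neither array thus carried liver RNA at the level of the other liver arrays. A smaller share of liver RNA is not excluded by this test. Replicate 3 had adipocyte markers at 10.94, and the hepatocyte markers of wild-type adipose arrays lay at 5.49, 8.40 and 5.26. On chips 2 and 3 hepatocyte markers lay at 10.29 and 7.30 on adipose caloric restriction replicates 3 and 4. They lay at 5.81 and 9.58 on adipose ad libitum replicates 1 and 2, and all of these carry adipocyte markers as labelled. The markers may thus reflect exchanged labels, with 16 of 16 arrays in their favor, but no mapping was changed, since a condition is not read from an array's values. Lep was at 5.88 and 5.86 on the arrays labelled ad libitum adipose tissue that an exchange would make caloric restriction. It was at 15.75 and 15.78 on those labelled caloric restriction that an exchange would make ad libitum. Liver caloric restriction replicates 3 and 4, which would become adipose tissue of that diet, had Lep at 6.11 and 6.10. Muscle ad libitum replicate 1, which would become ad libitum adipose tissue, had 15.78. Muscle ad libitum replicates 2 and 3 and fasted replicate 1, which would become fasted adipose tissue, had 12.68, 12.78 and 11.92. Lep thus went with the group that an exchange would give.

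Fgf21 signal was higher in FGF21-Tg than in wild-type adipose tissue (log2 fold change 7.93, limma adjusted p = 7.7e-04) and muscle (2.15, adjusted p = 2.5e-04). The paper describes a transgene that the apoE promoter expresses selectively in hepatocytes. Where the signal in the other tissues comes from was not tested beyond the liver RNA below. Liver RNA carried over into adipose tissue is not in line with the hepatocyte markers, which were lower in FGF21-Tg than in wild-type mice by a log2 difference of -0.83 (5.41, 5.84 and 5.95 against 5.48, 9.04 and 5.18) while Fgf21 was at 14.23, 13.07 and 13.85. Liver RNA carried over into muscle stays open. There the FGF21-Tg arrays had Fgf21 at 8.12, 7.26 and 7.47 (wild-type 5.37, 5.41 and 5.63) and hepatocyte markers at 5.34, 5.18 and 8.62 (wild-type 5.21, 5.12 and 5.23), so the first 2 arrays speak against it as the whole cause. Only 1 array has markers within the wild-type range, which met the bound of at least 1 array that had been set to exclude it but was not taken as enough, and in FGF21-Tg liver both Fgf21 (15.97, 15.97 and 15.84) and the hepatocyte markers (15.95, 15.98 and 15.93) lie at the upper end of the scale, so the markers that a given rise of Fgf21 would bring are not known.

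The difference of the FGF21 effect from the effect of caloric restriction passed both criteria for 658 liver genes without chips 2 and 3, and its difference from fasting for 600 (361 higher and 239 lower in FGF21-Tg mice). Wild-type mice of the transgenic set and ad libitum mice of the diet set, both fed without restriction, differed in 136 liver genes (55 up, 81 down). These groups share no chip, so mice and chips cannot be told apart.

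Adam7, a transcript of the epididymis, had a log2 signal of 13.98 on 1 array of FGF21-Tg adipose tissue, against 7.40 and 7.24 on the other FGF21-Tg arrays and 8.72, 5.18 and 5.44 on the wild-type arrays. Hsd3b5 signal on caloric restriction muscle replicate 2 (5.80 against 5.16, 5.11 and 5.03, none of them detected) stood apart from its group by Dixon's test (ratio 0.841). This was 1 of 51 groups tested, and chance alone passes about 1 in 20.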

How the results depend on the processing

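Every value without chips 2 and 3, and the wild-type against ad libitum comparison without them, was chosen after the tissue markers had been seen; the chip alternatives for FGF21-Tg muscle and fasted liver, whose groups lie on 1 chip each, were added after their counts had been seen; the other alternatives were fixed earlier. Caloric restriction is written CR. As labelled, the main choices gave 49 genes changed in FGF21-Tg liver, 1234 in CR liver, 244 in fasted liver, 3 in FGF21-Tg muscle, 4048 in CR muscle, 2491 in fasted muscle, 4 in FGF21-Tg adipose tissue, 389 in CR adipose tissue, 425 in fasted adipose tissue, 48 genes that differ between wild-type and ad libitum liver, 229 genes in the difference of Tg and CR effects in liver, 32 genes of FGF21-Tg mice shared with CR liver, 16 with fasted liver, 0 with CR muscle, 0 with fasted muscle, 0 with CR adipose tissue, 0 with fasted adipose tissue, a liver Tg and CR fold change correlation of 0.278, a liver Tg and Fast fold change correlation of 0.166, 4 of the study's 6 named genes past the criteria in FGF21-Tg liver and 6 of the study's 6 named genes past the criteria in CR liver. Without chips 2 and 3 they gave 151 genes changed in FGF21-Tg liver, 765 in CR liver, 488 in fasted liver, 37 in FGF21-Tg muscle, 10 in FGF21-Tg adipose tissue, 136 genes that differ between wild-type and ad libitum liver, 658 genes in the difference of Tg and CR effects in liver, 95 genes of FGF21-Tg mice shared with CR liver, 62 with fasted liver, a liver Tg and CR fold change correlation of 0.346, a liver Tg and Fast fold change correlation of 0.172, 6 of the study's 6 named genes past the criteria in FGF21-Tg liver and 6 of the study's 6 named genes past the criteria in CR liver, and Fgf21 in CR against ad libitum liver no longer passed (-0.71, adjusted p = 0.22). Across genes, which are not independent replicates, the correlations (Pearson) describe the arrays only. Spearman correlations with CR and fasting were 0.213 and 0.0192 as labelled, and 0.190 and 0.0216 without chips 2 and 3.

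Of the values with all arrays as labelled under an alternative fixed earlier or without 1 array, 392 stayed (a count within 1.5 times, a fold change on its side of an adjusted p of 0.10, a correlation within its spread over arrays left out), 198 moved further and 8 lost a call. Among the values added later, nearly all of them without chips 2 and 3, 318 stayed, 87 moved, 1 lost a call and 2 gained one. Without chips 2 and 3, 120 named genes and comparisons were followed. Alternatives left the call unchanged 1623 times, ended it 155 times and brought one 13 times. The sign turned 6 times, 0 of them for a value past the threshold. These are genes the paper names and the largest rises and falls past both criteria whose groups do not overlap on these arrays. Their stability therefore does not describe genes in general. Fgf21 in fasted and FGF21-Tg liver kept its calls under every alternative. Values that moved follow by choice, and the cause was not tested.

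Signals without background correction gave 29 genes changed in FGF21-Tg liver, 668 in CR liver, 131 in fasted liver, 2564 in CR muscle, 1390 in fasted muscle, 221 in CR adipose tissue, 17 genes that differ between wild-type and ad libitum liver, 18 genes of FGF21-Tg mice shared with CR liver and a liver Tg and Fast fold change correlation of 0.213 as labelled, and 79 genes changed in FGF21-Tg liver, 339 in CR liver, 229 in fasted liver, 17 in FGF21-Tg muscle, 41 genes that differ between wild-type and ad libitum liver, 280 genes in the difference of Tg and CR effects in liver, 53 genes of FGF21-Tg mice shared with CR liver, 34 with fasted liver, a liver Tg and CR fold change correlation of 0.407 and a liver Tg and Fast fold change correlation of 0.216 without chips 2 and 3. An offset of 1 in place of 16 gave 5 genes changed in FGF21-Tg muscle, 68 in fasted adipose tissue and 1 gene of FGF21-Tg mice shared with CR muscle as labelled. Quantile normalization over all arrays together gave 6 genes changed in FGF21-Tg adipose tissue without chips 2 and 3. Median scaling in place of quantile normalization gave 0 genes changed in FGF21-Tg muscle and 0 in fasted adipose tissue as labelled. Where limma called 0 genes, the main choices had still put genes at an unadjusted p under 0.05. As labelled these were 353 of 10156 in FGF21-Tg muscle and 2398 of 10653 in fasted adipose tissue. The muscle share is below the 0.05 that chance alone gives.

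The authors' deposited log2 values in limma gave 22 genes changed in FGF21-Tg liver, 367 in CR liver, 85 in fasted liver, 1 in FGF21-Tg muscle, 1380 in CR muscle, 780 in fasted muscle, 2 in FGF21-Tg adipose tissue, 106 in CR adipose tissue, 70 in fasted adipose tissue, 10 genes that differ between wild-type and ad libitum liver, 106 genes in the difference of Tg and CR effects in liver, a log2 fold change of -0.12 (adjusted p = 0.23) for Fgf21 in CR against ad libitum liver, 16 genes of FGF21-Tg mice shared with CR liver, 9 with fasted liver, a liver Tg and CR fold change correlation of 0.327 and a liver Tg and Fast fold change correlation of 0.254 as labelled, and 50 genes changed in FGF21-Tg liver, 205 in CR liver, 146 in fasted liver, 6 in FGF21-Tg muscle, 21 genes that differ between wild-type and ad libitum liver, 146 genes in the difference of Tg and CR effects in liver, 36 genes of FGF21-Tg mice shared with CR liver, 25 with fasted liver, a liver Tg and CR fold change correlation of 0.472 and a liver Tg and Fast fold change correlation of 0.254 without chips 2 and 3. The authors' deposited log2 values with SAM gave 24 genes changed in FGF21-Tg liver, 304 in CR liver, 149 in fasted liver, 1384 in CR muscle, 814 in fasted muscle, 9 in FGF21-Tg adipose tissue, 152 in CR adipose tissue, 22 genes that differ between wild-type and ad libitum liver, 19 genes of FGF21-Tg mice shared with CR liver, 1 with CR muscle, 1 with fasted muscle and 1 with fasted adipose tissue as labelled, and 26 genes changed in FGF21-Tg liver, 215 in CR liver, 149 in fasted liver, 3 in FGF21-Tg muscle, 22 genes that differ between wild-type and ad libitum liver, 20 genes of FGF21-Tg mice shared with CR liver and 13 with fasted liver without chips 2 and 3. SAM in place of limma gave 140 genes changed in FGF21-Tg liver, 515 in fasted liver, 13 in FGF21-Tg muscle, 79 in FGF21-Tg adipose tissue, 2074 in fasted adipose tissue, 152 genes that differ between wild-type and ad libitum liver, 78 genes of FGF21-Tg mice shared with CR liver, 57 with fasted liver, 8 with CR muscle, 6 with fasted muscle, 1 with CR adipose tissue and 7 with fasted adipose tissue as labelled, and 59 genes changed in FGF21-Tg adipose tissue and a log2 fold change of -0.71 for Fgf21 in CR against ad libitum liver without chips 2 and 3. The methods' t-test with adjusted p gave 9 genes changed in FGF21-Tg liver, 334 in CR liver, 389 in fasted liver, 0 in FGF21-Tg muscle, 0 in fasted muscle, 1 in FGF21-Tg adipose tissue, 6 in CR adipose tissue, 0 in fasted adipose tissue, 7 genes that differ between wild-type and ad libitum liver, a log2 fold change of -1.41 (adjusted p = 0.24) for Fgf21 in CR against ad libitum liver, 0 genes of FGF21-Tg mice shared with CR liver, 2 with fasted liver and 1 of the study's 6 named genes past the criteria in FGF21-Tg liver as labelled, and 9 genes changed in FGF21-Tg liver, 0 in FGF21-Tg muscle, 1 in FGF21-Tg adipose tissue, 15 genes that differ between wild-type and ad libitum liver, 8 genes of FGF21-Tg mice shared with CR liver, 3 with fasted liver and 1 of the study's 6 named genes past the criteria in FGF21-Tg liver without chips 2 and 3. At an unadjusted p under 0.05 that test gave 910 genes in FGF21-Tg muscle, 996 in fasted muscle and 958 in fasted adipose tissue as labelled, and 863 in FGF21-Tg muscle without chips 2 and 3. A limma fit of only the 2 groups compared gave 112 genes changed in FGF21-Tg liver, 489 in CR liver, 493 in fasted liver, 12 in FGF21-Tg muscle, 1 in fasted muscle, 7 in FGF21-Tg adipose tissue, 2 in CR adipose tissue, 0 in fasted adipose tissue, 122 genes that differ between wild-type and ad libitum liver, a log2 fold change of -1.41 (adjusted p = 0.16) for Fgf21 in CR against ad libitum liver, 49 genes of FGF21-Tg mice shared with fasted liver and 7 with CR muscle as labelled, and 24 genes changed in FGF21-Tg muscle without chips 2 and 3.

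Testing genes without a detection filter gave 27 genes changed in fasted adipose tissue as labelled, and a liver Tg and CR fold change correlation of 0.311 without chips 2 and 3. Counting every probe in place of 1 probe per gene gave 727 genes changed in fasted adipose tissue as labelled. An adjusted p under 0.05 gave 32 genes changed in FGF21-Tg liver, 1 in FGF21-Tg muscle, 172 in CR adipose tissue, 4 in fasted adipose tissue, 115 genes in the difference of Tg and CR effects in liver and 10 genes of FGF21-Tg mice shared with fasted liver as labelled. The chip as a block in the fit gave 83 genes changed in FGF21-Tg liver, 787 in CR liver, 500 in fasted liver, 31 in FGF21-Tg muscle, 803 in CR muscle, 122 in fasted muscle, 48 in FGF21-Tg adipose tissue, 5 in fasted adipose tissue, 549 genes in the difference of Tg and CR effects in liver, 26 genes of FGF21-Tg mice shared with fasted liver, 7 with CR muscle, a liver Tg and CR fold change correlation of 0.250 and a liver Tg and Fast fold change correlation of 0.0886 as labelled, and 69 genes changed in FGF21-Tg liver, 6 in FGF21-Tg adipose tissue, a log2 fold change of -0.71 (adjusted p = 0.076) for Fgf21 in CR against ad libitum liver, 39 genes of FGF21-Tg mice shared with CR liver, 26 with fasted liver, a liver Tg and CR fold change correlation of 0.262 and a liver Tg and Fast fold change correlation of 0.0937 without chips 2 and 3. Only the arrays that share a chip gave 21 genes changed in FGF21-Tg liver, 795 in CR liver, 493 in fasted liver, 12 in FGF21-Tg muscle, 36 in fasted muscle, 32 in FGF21-Tg adipose tissue, 0 in fasted adipose tissue, a log2 fold change of -0.70 (adjusted p = 0.19) for Fgf21 in CR against ad libitum liver, 15 genes of FGF21-Tg mice shared with CR liver, a liver Tg and CR fold change correlation of 0.250 and a liver Tg and Fast fold change correlation of 0.0886 as labelled, and 21 genes changed in FGF21-Tg liver, 24 in FGF21-Tg muscle, 17 in FGF21-Tg adipose tissue, 15 genes of FGF21-Tg mice shared with CR liver, 11 with fasted liver, a liver Tg and CR fold change correlation of 0.262, a liver Tg and Fast fold change correlation of 0.0937 and 3 of the study's 6 named genes past the criteria in FGF21-Tg liver without chips 2 and 3. An estimated correlation between genes in camera gave 4 lists in FGF21-Tg liver, 0 in CR liver, 8 in fasted liver, 0 in FGF21-Tg muscle, 0 in CR muscle, 0 in fasted muscle, 0 in FGF21-Tg adipose tissue, 0 in CR adipose tissue and 0 in fasted adipose tissue as labelled, and 4 lists in FGF21-Tg liver, 7 in CR liver, 7 in fasted liver, 0 in FGF21-Tg muscle and 0 in FGF21-Tg adipose tissue without chips 2 and 3. The preset correlation of 0.01 had given 7 lists in FGF21-Tg liver, 18 in CR liver, 17 in fasted liver, 10 in FGF21-Tg muscle, 17 in CR muscle, 20 in fasted muscle, 10 in FGF21-Tg adipose tissue, 20 in CR adipose tissue and 17 in fasted adipose tissue as labelled, and 15 lists in FGF21-Tg liver, 18 in CR liver, 17 in fasted liver, 9 in FGF21-Tg muscle and 14 in FGF21-Tg adipose tissue without chips 2 and 3, of 44 lists fixed.

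Muscle of FGF21-Tg and wild-type mice lay on 1 chip, as did liver of fasted and ad libitum mice, so these comparisons lie within a chip. The chip was not entered for adipose tissue in CR or for wild-type against ad libitum liver, whose groups share no chip. With the chip as a block, and on the arrays that share a chip, FGF21-Tg liver is set against wild-type replicate 3 alone, FGF21-Tg adipose tissue is replicate 1 alone, which carries Adam7, and muscle of fasted mice is replicate 1 alone, which also links CR to ad libitum muscle; an arm of 1 array excludes nothing.

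Median scaling moved the share of changed genes that were up from 40.8 to 52.1% in FGF21-Tg liver, 40.7 to 54.5% in CR liver, 42.1 to 31.7% in CR muscle, 27.1 to 16.3% in wild-type against ad libitum liver, 57.2 to 45.0% in the difference of Tg and CR effects in liver and 75 to 100% in FGF21-Tg adipose tissue as labelled, and from 52.3 to 63.5% in FGF21-Tg liver, 40.4 to 26.3% in wild-type against ad libitum liver and 80 to 91.7% in FGF21-Tg adipose tissue without chips 2 and 3, where FGF21-Tg liver then had 106 genes up and 61 down. CR liver without these chips went from 329 up and 436 down to 410 and 385. Quantile normalization over all arrays moved it from 27.1 to 37.3% in wild-type against ad libitum liver and 33.3 to 50% in FGF21-Tg muscle as labelled and from 80 to 66.7% in FGF21-Tg adipose tissue without chips 2 and 3. The split of these counts into up and down therefore depends on the scaling. Under median scaling the median log2 fold change of all genes as labelled was 0.19 in CR liver, -0.23 in CR muscle, -0.13 in fasted muscle and -0.15 in fasted adipose tissue.

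As labelled, 1 array of the groups compared was left out at a time, and values that moved are given with the group and replicate left out. Changed genes numbered for FGF21-Tg liver 24 to 45 (24 without wild-type 1, 26 without wild-type 2 or FGF21-Tg 2 and 27 without FGF21-Tg 3); for CR liver 736 to 2085 (788 without ad libitum 1, 2085 without CR 1, 2019 without CR 2, 775 without CR 3 and 736 without CR 4); for fasted liver 149 to 201 (153 without ad libitum 1, 155 without fasted 2 and 149 without fasted 3); for FGF21-Tg muscle 0 to 2 (1 without wild-type 1 or wild-type 3 and 0 without wild-type 2 or FGF21-Tg 2 or FGF21-Tg 3); for CR muscle 3972 to 4064; for fasted muscle 433 to 3967 (3967 without fasted 1, 485 without fasted 2 and 433 without fasted 3); for FGF21-Tg adipose tissue 1 to 87 (87 without wild-type 1, 1 without wild-type 2 or wild-type 3 or FGF21-Tg 1 or FGF21-Tg 3 and 18 without FGF21-Tg 2); for CR adipose tissue 173 to 924 (225 without ad libitum 1, 196 without CR 1, 173 without CR 2, 766 without CR 3 and 924 without CR 4); for fasted adipose tissue 0 to 2760 (0 without ad libitum 1 or ad libitum 2 or fasted 2, 2760 without ad libitum 3, 2 without fasted 1 and 5 without fasted 3); for wild-type and ad libitum liver 20 to 33 (20 without ad libitum 1, 21 without ad libitum 2 or wild-type 1, 23 without ad libitum 3 and 26 without wild-type 2); for the difference of Tg and CR effects in liver 68 to 823 (68 without ad libitum 1, 128 without ad libitum 2, 87 without ad libitum 3, 823 without CR 1, 648 without CR 2, 148 without CR 4, 95 without wild-type 1, 86 without wild-type 2, 143 without FGF21-Tg 1 and 107 without FGF21-Tg 3). Shared genes of FGF21-Tg mice numbered with CR liver 16 to 36 (16 without wild-type 1, 17 without wild-type 2 and 18 without FGF21-Tg 2 or FGF21-Tg 3); with fasted liver 8 to 16 (8 without ad libitum 1 or ad libitum 2, 9 without ad libitum 3 or wild-type 1 and 10 without fasted 1 or wild-type 2); with CR muscle 0 to 1 (1 without wild-type 1); with fasted muscle 0 to 8 (8 without fasted 1); with CR adipose tissue 0 to 1 (1 without CR 3 or wild-type 1); with fasted adipose tissue 0 to 1 (1 without ad libitum 3).

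As labelled without 1 array, the Fgf21 log2 fold change was for FGF21-Tg against wild-type liver 7.40 to 8.10; for CR against ad libitum liver -1.73 to -1.11 (-1.11 without ad libitum 2, -1.22 without CR 3 and -1.12 without CR 4); for fasted against ad libitum liver 2.15 to 2.68; for fasted against CR liver 3.52 to 4.11. The correlation was for liver Tg and CR fold change correlation 0.237 to 0.323 (0.245 without CR 1, 0.244 without CR 2, 0.321 without CR 3, 0.323 without CR 4 and 0.237 without FGF21-Tg 2); for liver Tg and Fast fold change correlation 0.126 to 0.188 (0.129 without fasted 1, 0.131 without wild-type 1 and 0.126 without FGF21-Tg 2). The study's 6 named genes past the criteria were for FGF21-Tg liver 2 to 4 (2 without wild-type 1 or wild-type 2 or FGF21-Tg 2 or FGF21-Tg 3); for CR liver 6.

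Without chips 2 and 3, 1 array of these groups was left out at a time in the same way. A CR group left with 1 array is assumed to vary like the other groups. Genes changed were for FGF21-Tg liver 115 to 203; for CR liver 634 to 802; for fasted liver 445 to 552; for FGF21-Tg muscle 25 to 75 (75 without FGF21-Tg 1); for FGF21-Tg adipose tissue 0 to 356 (356 without wild-type 1, 2 without wild-type 2 or FGF21-Tg 2, 1 without wild-type 3 and 0 without FGF21-Tg 1 or FGF21-Tg 3); for wild-type and ad libitum liver 99 to 132; for the difference of Tg and CR effects in liver 316 to 836 (408 without CR 1 and 316 without CR 2). Genes of FGF21-Tg mice were shared with CR liver 72 to 109; with fasted liver 49 to 69. The log2 fold change of Fgf21 was for FGF21-Tg against wild-type liver 7.51 to 8.21; for CR against ad libitum liver -0.98 to -0.41; for fasted against ad libitum liver 2.18 to 2.72; for fasted against CR liver 2.85 to 3.39. Correlations were for liver Tg and CR fold change correlation 0.271 to 0.376 (0.271 without FGF21-Tg 2 and 0.376 without FGF21-Tg 3); for liver Tg and Fast fold change correlation 0.132 to 0.195 (0.136 without fasted 1, 0.138 without wild-type 1, 0.195 without FGF21-Tg 1 and 0.132 without FGF21-Tg 2). Of the 6 named genes the number past the criteria was for FGF21-Tg liver 6; for CR liver 6.

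The replicate number was also entered as a block. The numbers do not pair the arrays of the groups: in no comparison did every pair of arrays with 1 number have a correlation above 0.1 after the group means were removed (-0.0499 to 0.122 in FGF21-Tg against wild-type liver without chips 2 and 3). With this block the values were 720 genes changed in CR liver, 0 in FGF21-Tg muscle, 1 in FGF21-Tg adipose tissue, 890 in CR adipose tissue, 0 in fasted adipose tissue, 85 genes in the difference of Tg and CR effects in liver, a log2 fold change of -1.13 (adjusted p = 0.13) for Fgf21 in CR against ad libitum liver and a liver Tg and CR fold change correlation of 0.317 as labelled, and 1 gene changed in FGF21-Tg adipose tissue without chips 2 and 3. The same block left 0 genes in limma where SAM called 13 in FGF21-Tg muscle and 2074 in fasted adipose tissue as labelled.

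Other splits of the same arrays into groups of the same sizes were fitted as well. For groups of 3 and 3 the 10 splits are too few for a share under 0.05. The genes changed in the real split and the most in any other were, as labelled, for FGF21-Tg liver 49 and 0, fasted liver 244 and 1, FGF21-Tg muscle 3 and 0, fasted muscle 2491 and 2403 and FGF21-Tg adipose tissue 4 and 0, each with 1 split as large, the real one, and for fasted adipose tissue 425 and 1693, with 2 splits as large. Without chips 2 and 3 they were for FGF21-Tg liver 151 and 1, fasted liver 488 and 2, FGF21-Tg muscle 37 and 4 and FGF21-Tg adipose tissue 10 and 0. For CR as labelled, with 35 splits, 6 gave at least the 1234 genes in liver and 9 at least the 389 in adipose tissue, so chance is not excluded there. The highest were 1922 genes, for a split that sets liver CR replicates 3 and 4, with adipocyte markers, with replicate 2 against the rest, and 2254, for one that sets the 4 arrays with adipocyte markers against the 3 with markers of other tissues; both point to a structure of the samples. In muscle only the real split, of 35, reached 4048 genes (highest other 2836), and there it sets arrays with muscle markers against arrays with adipocyte markers.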

Differences from the paper's values

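No test in this part was chosen after the result was seen except the counts without chips 2 and 3 and the chip alternatives in FGF21-Tg muscle. The thresholds are the same as the paper's, a false discovery rate under 0.10 and a change over 2-fold; the paper states SAM, and limma was used here with SAM as an alternative. Paper values with about were read by eye from the figure. A count differs where it is more than 1.5 times the other.

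In FGF21-Tg muscle the paper gives 8 genes changed, and 3 changed here; a fit of only the 2 groups (12) came within 1.5 times of the paper's value and 13 of 14 alternatives fixed beforehand did not, over a range of 0 to 13. The arrays without chips 2 and 3, chosen after seeing the values, gave 37. Of the alternatives added after their counts had been seen, the chip as a block gave 31 and only the arrays that share a chip gave 12, within 1.5 times. In FGF21-Tg adipose tissue the paper gives 22 genes changed, and 4 changed here; the arrays that share a chip (32) came within 1.5 times of the paper's value and 15 of 16 alternatives fixed beforehand did not, over a range of 1 to 79. The count of 32 sets FGF21-Tg replicate 1 alone, which carries the epididymal transcript Adam7, against the wild-type arrays, so this agreement rests on 1 array. The arrays without chips 2 and 3, chosen after seeing the values, gave 10.

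In calorically restricted liver the paper gives about 270 genes changed in Fig. 4A, read by eye, and 1234 changed here; the deposited log2 values (367), the deposited log2 values with SAM (304) and the methods' t-test with adjusted p (334) came within 1.5 times of the paper's value and 13 of 16 alternatives fixed beforehand did not, over a range of 304 to 1603. The arrays without chips 2 and 3, chosen after seeing the values, gave 765. In calorically restricted muscle the paper gives about 1500 genes changed in Fig. 4A, read by eye, and 4048 changed here; the deposited log2 values (1380) and the deposited log2 values with SAM (1384) came within 1.5 times of the paper's value and 13 of 15 alternatives fixed beforehand did not, over a range of 803 to 4425. In fasted muscle the paper gives about 880 genes changed in Fig. 4A, read by eye, and 2491 changed here; the deposited log2 values (780) and the deposited log2 values with SAM (814) came within 1.5 times of the paper's value and 14 of 16 alternatives fixed beforehand did not, over a range of 0 to 2785. In calorically restricted adipose tissue the paper gives about 93 genes changed in Fig. 4A, read by eye, and 389 changed here; the deposited log2 values (106) came within 1.5 times of the paper's value and 13 of 14 alternatives fixed beforehand did not, over a range of 2 to 890. In fasted adipose tissue the paper gives about 640 genes changed in Fig. 4A, read by eye, and 425 changed here; quantile normalization over all arrays (487), the deposited log2 values with SAM (605), a detection p under 0.01 (564) and every probe counted (727) came within 1.5 times of the paper's value and 12 of 16 alternatives fixed beforehand did not, over a range of 0 to 2074.

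With calorically restricted muscle FGF21-Tg mice share about 3 changed genes in the paper (Fig. 4A, read by eye), and 0 here in limma; none of 14 alternatives fixed beforehand came within 1.5 times of the paper's value, over a range of 0 to 8. With fasted muscle FGF21-Tg mice share about 2 changed genes in the paper (Fig. 4A, read by eye), and 0 here in limma; none of 15 alternatives fixed beforehand came within 1.5 times of the paper's value, over a range of 0 to 6. With fasted adipose tissue FGF21-Tg mice share about 2 changed genes in the paper (Fig. 4A, read by eye), and 0 here in limma; none of 15 alternatives fixed beforehand came within 1.5 times of the paper's value, over a range of 0 to 7. Of the paper's 8 candidate genes in FGF21-Tg liver, 4 passed here as labelled, and the array's annotation names 6 of them. SAM (6) and a fit of only the 2 groups (6) came within 1.5 times of the paper's value. The other 13 of 15 alternatives fixed beforehand did not, over a range of 1 to 6. Only a count of all 6 named genes could come within 1.5 times of 8, so counts of 4 or 5 fell outside. This tally therefore does not measure how far the named genes differ from the paper. The arrays without chips 2 and 3, chosen after seeing the values, gave 6, all that the annotation names and within 1.5 times.

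At 0 shared genes, the FGF21-Tg genes with an unadjusted p under 0.05 numbered 353 of 10156 in muscle and 342 of 10653 in adipose tissue. Both shares are below the 0.05 that chance alone gives. The paper describes nearly all of its 33 genes changed in FGF21-Tg liver as also changed by caloric restriction (30). Here 32 of 49 were shared as labelled, and 95 of 151 without chips 2 and 3, chosen after the markers were seen. As labelled, the counts in FGF21-Tg and fasted liver and those of shared liver genes lay within 1.5 times of the paper's. The paper's values are 33, about 170, and 30 and 20 shared with caloric restriction and fasting. Without chips 2 and 3 the counts were 151, 488, 95 and 62, each more than 1.5 times the paper's.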

Other observations

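The arrays without chips 2 and 3 were chosen after the markers were seen; the sex-linked and chip tests were written in advance.

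In FGF21-Tg liver the genes of sirtuins had values of Sirt1 (0.51, adjusted p = 0.28), Sirt5 (-0.53, adjusted p = 0.18) and Sirt7 (-0.30, adjusted p = 0.27) in limma without chips 2 and 3. Of 5 sirtuin genes 0 rose and 0 fell (1 and 2 when adjusted over the list alone), and of 17 genes of AMPK and mTOR signaling 0 rose and 0 fell in limma (0 and 0 when adjusted over the list alone). Of 19 genes of xenobiotic metabolism, 4 rose and 0 fell (4 and 1 when adjusted over the list alone; adjusted p = 0.17 with an estimated correlation), among them Cyp2b23, at least 20.3-fold higher.

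Wild-type liver of the transgenic set differed from ad libitum liver of the diet set in clock genes. Arntl was higher by 2.92 (limma adjusted p = 0.0033), Per2 had a log2 difference of -2.44 (adjusted p = 0.0025) and Per1 one of -1.23. Of 13 clock genes 3 were higher and 7 lower (3 and 8 when adjusted over the list alone; adjusted p = 0.79 with an estimated correlation). Tsc22d3, induced by glucocorticoids, was higher by 1.71 and Igfbp1 by 3.06. Arntl and Per2 peak at opposite times of day. The hour of collection per mouse is not used here and its part was not tested.

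Male-biased genes were lower and female-biased genes higher in FGF21-Tg liver. Female mice among the FGF21-Tg samples would lack Y-linked transcripts, and the median of those detected differed by 0.0027 from wild-type on the log2 scale (Eif2s3y 0.01, Kdm5d 0.00, Uty -0.58), which excludes it; Xist, made in female cells, had -0.39. The part of the chip stays open: the median of male-biased genes with the chip as a block was -2.58 and that of female-biased genes, which the test did not include, 1.49, which meets the bound set in advance to exclude it, but on the chip that holds both groups wild-type replicate 3 is the only wild-type array, and 1 array alone was not taken as enough. A change in growth hormone signaling, which the paper proposes, was not tested beyond the expression of its genes.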
